# Roles of TET and TDG in DNA demethylation in proliferating and non-proliferating immune cells

**DOI:** 10.1186/s13059-021-02384-1

**Published:** 2021-06-22

**Authors:** Atsushi Onodera, Edahí González-Avalos, Chan-Wang Jerry Lio, Romain O. Georges, Alfonso Bellacosa, Toshinori Nakayama, Anjana Rao

## Abstract

**Background:**

TET enzymes mediate DNA demethylation by oxidizing 5-methylcytosine (5mC) in DNA to 5-hydroxymethylcytosine (5hmC), 5-formylcytosine (5fC), and 5-carboxylcytosine (5caC). Since these oxidized methylcytosines (oxi-mCs) are not recognized by the maintenance methyltransferase DNMT1, DNA demethylation can occur through “passive,” replication-dependent dilution when cells divide. A distinct, replication-independent (“active”) mechanism of DNA demethylation involves excision of 5fC and 5caC by the DNA repair enzyme thymine DNA glycosylase (TDG), followed by base excision repair.

**Results:**

Here by analyzing inducible gene-disrupted mice, we show that DNA demethylation during primary T cell differentiation occurs mainly through passive replication-dependent dilution of all three oxi-mCs, with only a negligible contribution from TDG. In addition, by pyridine borane sequencing (PB-seq), a simple recently developed method that directly maps 5fC/5caC at single-base resolution, we detect the accumulation of 5fC/5caC in TDG-deleted T cells. We also quantify the occurrence of concordant demethylation within and near enhancer regions in the *Il4* locus. In an independent system that does not involve cell division, macrophages treated with liposaccharide accumulate 5hmC at enhancers and show altered gene expression without DNA demethylation; loss of TET enzymes disrupts gene expression, but loss of TDG has no effect. We also observe that mice with long-term (1 year) deletion of *Tdg* are healthy and show normal survival and hematopoiesis.

**Conclusions:**

We have quantified the relative contributions of TET and TDG to cell differentiation and DNA demethylation at representative loci in proliferating T cells. We find that TET enzymes regulate T cell differentiation and DNA demethylation primarily through passive dilution of oxi-mCs. In contrast, while we observe a low level of active, replication-independent DNA demethylation mediated by TDG, this process does not appear to be essential for immune cell activation or differentiation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-021-02384-1.

## Background

DNA cytosine methylation is the classic “epigenetic” mark. It is controlled by the functional interplay between two families of enzymes: DNA methyltransferases (DNMTs) and TET methylcytosine dioxygenases, which control DNA methylation and demethylation, respectively [1–4]. DNMTs transfer a methyl group from S-adenosylmethionine (SAM) to the 5 position of cytosine to generate 5-methylcytosine (5mC), the bulk of which is present in the CpG (CG) sequence context [1–5], whereas TET proteins are Fe(II) and 2-oxoglutarate-dependent dioxygenases that oxidize the methyl group of 5-methylcytosine (5mC) to 5-hydroxymethylcytosine (5hmC), 5-formylcytosine (5fC), and 5-carboxylcytosine (5caC) in DNA [6–9]. TET enzymes are now known to mediate essentially all of the dynamic DNA demethylation that occurs in mammalian genomes during embryogenesis, cell lineage specification in developing embryos and organs, and cell differentiation in response to environmental cues [3, 10, 11].

There are at least two mechanisms by which TET proteins can mediate DNA demethylation. The first, known as “passive” or replication-dependent DNA demethylation, occurs during DNA replication, when 5mC complementary to the G in CG sequences in the template strand is replaced with unmodified cytosine (C) in the newly synthesized DNA strand. The resulting hemi-methylated CpG sequences are rapidly remethylated by the maintenance methyltransferase complex of DNMT1 and UHRF1 [12, 13]. UHRF1 recognizes hemi-methylated CpGs through its SRA domain [1, 14, 15], and the DNMT1/UHRF1 complex interacts with proliferating cell nuclear antigen (PCNA) and travels with the DNA replication machinery [14, 15]. This process restores symmetrical DNA methylation to newly synthesized DNA and is responsible for the partial heritability of DNA methylation. However, the DNMT1/UHRF1 complex does not recognize hemi-modified CpGs that contain 5hmC, 5fC, or 5caC, which thus progressively lose DNA methylation as a function of DNA replication [16, 17]. The second mechanism, sometimes known as “active” or replication-independent DNA demethylation, involves the DNA repair enzyme thymine DNA glycosylase (TDG), which, in addition to its function of excising thymine from mismatched T:G base pairs in DNA, can also efficiently excise 5fC and 5caC from correctly base-paired 5fC:G and 5caC:G [6, 18, 19]. The resulting abasic sites are subject to base excision repair, leading to DNA demethylation via replacement of the original 5fC or 5caC with unmodified C [20].

Here we examine the respective roles of TET and TDG in T cell and macrophage differentiation using very deep sequencing to determine DNA methylation status at selected gene loci. As an example of a process that involves many cycles of DNA replication, we focused on *Il4* gene expression by differentiating Th2 cells, a system we had investigated earlier with cruder tools [21]. We show that acute inducible deletion of all three *TET* genes diminishes Th2 differentiation while increasing DNA methylation at numerous enhancers, whereas similarly acute, inducible deletion of *Tdg* had no effect on either DNA demethylation or Th2 differentiation. We also document concordant demethylation near enhancer regions in the *Il4* locus, confirm the importance of GATA3 for DNA demethylation during Th2 differentiation, and identify at least one region whose demethylation does not appear to be dependent on either TET or TDG. Overall, we conclude that demethylation during Th2 differentiation is mainly due to passive DNA demethylation of all three oxidized methylcytosines, with only a very minor contribution (if any) of replication-independent DNA demethylation via TDG.

To assess DNA methylation changes during cell differentiation in the absence of DNA replication, we chose to examine bone marrow-derived macrophages stimulated by treatment with liposaccharide (LPS) for 6 h. These cells undergo cell cycle arrest, do not enter S phase, and stop proliferating in this time frame, but show considerable alterations in gene expression and activate numerous enhancers [22]. Deletion of all three *TET* genes altered gene expression and increased 5hmC deposition at selected enhancers in differentiating macrophages, without altering DNA methylation as assessed by bisulfite sequencing (BS-seq), whereas loss of TDG had no effect either on gene expression or on DNA methylation status at the enhancers, although the enhancers accumulated low levels of 5fC/5caC. Moreover, mice remained healthy after acute tamoxifen-mediated deletion of *Tdg*, with essentially normal hematopoiesis for more than 1 year. We conclude that LPS-treated macrophages accumulate 5hmC at certain enhancers and increase the expression of associated genes without DNA demethylation and that TDG has no effect on either gene expression or DNA demethylation in these cells.

## Results

### TET deficiency impairs Th2 differentiation and IL-4 production but TDG deficiency has little effect

To assess whether deletion of TETs or TDG could affect IL-4 production in Th2 cells, we used *Tet1*^*fl/fl*^ *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ *Rosa26-YFP*^*LSL*^ (*Tet1/2/3*^*fl/lf*^) *ERT2-Cre* or *Tdg*^*fl/fl*^ *ERT2-Cre Rosa26-H2B-EGFP/GPI-mCherry*^*LSL*^, in which YFP and GFP serve as reporters of Cre expression respectively (Fig. 1A; Additional file 1: Fig. S1). TET or TDG deletion can be induced efficiently in these mice (termed *TET iTKO* and *TDG iKO* mice, respectively, where *i* indicates inducible) by treating them with tamoxifen for 5 days [23, 24]. Naïve CD4^+^ T cells were differentiated under Th2 conditions for one or two cycles and then restimulated for 4 h with PMA and ionomycin, and production of the cytokines IL-4 and IFN-γ was measured by intracellular staining and flow cytometry. *Tet1/2/3*-deleted cells produced considerably less IL-4 than control T cells, both in the first cycle of differentiation and after reactivation and culture for a second week, which induced a further increase in the frequency of control IL-4-expressing cells from ~60% to nearly 90% (Fig. 1B; Additional file 1: Fig. S1A-C). In contrast, *Tdg* deletion had little effect on IL-4 production after either 1 or 2 weeks of Th2 differentiation (Fig. 1B, *right*;Additional file 1: Fig. S1D-F). GATA3 protein expression levels were not affected by TET or TDG deletion (Additional file 1: Fig. S1G, H). We repeated these experiments for a different direction of naïve T cell differentiation, the generation of “induced” T regulatory (iTreg) cells by activation of naïve T cells in the presence of TGF-β (Additional file 1: Fig. S1I). We previously showed that *Tet2/Tet3* gene deletion compromises gene expression, DNA methylation patterns, and functional activities of these cells [24, 25]. In contrast, *Tdg* deletion was dispensable for Foxp3 expression by iTregs (Additional file 1: Fig. S1J, K), as well as the maintenance of Foxp3 expression after restimulation (Additional file 1: Fig. S1L, M). Thus, expression of both Foxp3 and IL-4, by differentiating iTregs and Th2 cells, respectively, requires TET but not TDG.

**Fig. 1:**
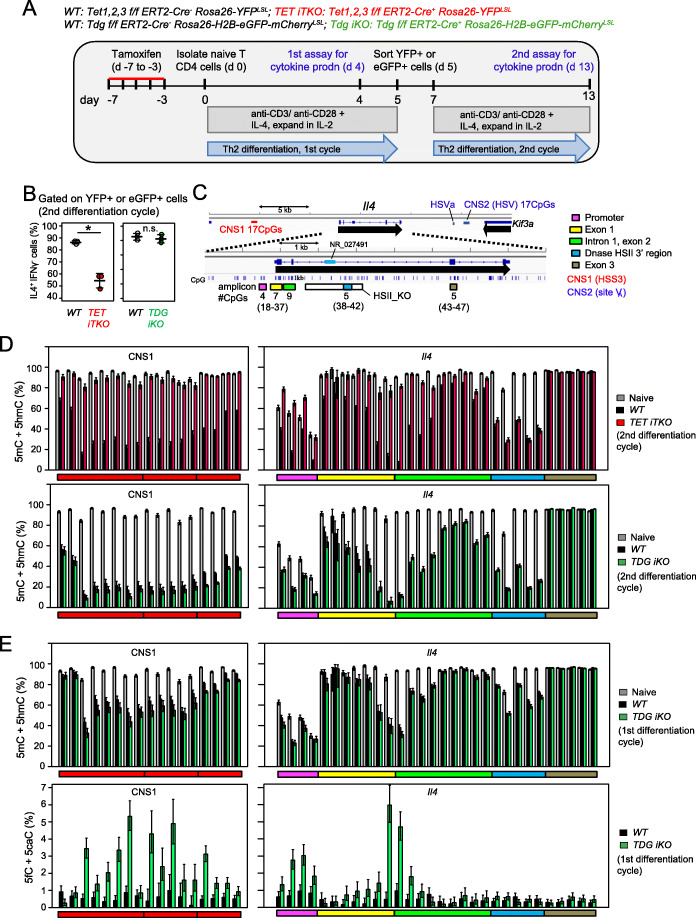
TET enzymes are important, but TDG is dispensable, for IL-4 production and DNA demethylation of the *Il4* locus. **A** Flowchart of experiments. **B** Quantification of IL-4 production by Th2 cells after the second cycle of differentiation of naïve T cells from *WT* vs. *TET iTKO*, or *WT* vs. *TDG iKO* mice. **C** Schematic representation of the *Il4* locus. The locations of all CpGs, the locations of PCR amplicons, and the numbers of CpGs per amplicon are indicated. **D** Bar graphs show the percentage of (5mC + 5hmC)/total C in 47 CpGs in the *Il4* locus with confidence intervals (CIs) in *WT* vs. *TET iTKO* cells (upper), or *WT* vs. *TDG iKO* cells (lower), as determined by BS-seq. Results for naïve CD4^+^ T cells and Th2 cells after the second cycle of differentiation are shown. Data are representative of two independent experiments. Note that the *CNS1* enhancer and the intronic enhancer near the border of exon 1 and intron 1 undergo substantial demethylation during Th2 differentiation. **E** Bar graphs show the percentages of (5mC + 5hmC)/total C (upper) and (5fC + 5caC)/total C (lower) in 47 CpGs in the *Il4* locus in *WT* vs. *TDG iKO* cells, as determined by BS-seq (upper) and PB-seq (lower). Results for naïve CD4^+^ T cells (adapted from **D**) and Th2 cells after a single cycle of differentiation are shown. Data are representative of two independent experiments. TDG deficiency results in clear increases in 5fC/5caC, but no decrease in 5mC+5hmC, at CpGs that undergo TET-dependent demethylation. Statistical significance was calculated using an unpaired two-tailed t test. *P < 0.05

IL-4 production during differentiation to Th2 cells depends on cell division [26], which facilitates “passive,” replication-dependent demethylation by dilution of oxi-mC bases in DNA [16, 17]. To ask if the decrease in IL-4 production by Tet1/2/3-deficient Th2 cells occurred early or after multiple cycles of cell division, we labeled naïve T cells with Cell Trace Violet (a dye which is diluted by half in daughter cells produced after each round of cell division), then stimulated the cells and assessed their production of IL-4 and IFN-γ as a function of cell division by gating on cells that had divided 0, 1, 2, 3 or 4 times. The decrease in IL-4 production as a result of TET deficiency was apparent even at the first cell division, when most fully methylated DNA in naïve T cells becomes hemi-modified; the decrease became more prominent thereafter, as the fraction of DNA that is fully demethylated on both strands increases to 50% at 2 cell divisions, 75% at 3 divisions, and so on (Additional file 1: Fig. S1N). These results are consistent with our previous conclusion [21] that DNA demethylation occurs in a “passive,” replication-dependent manner during Th2 differentiation, with the highest degree of DNA demethylation observed in cells transcribing the highest levels of IL-4. This is a general phenomenon: whole-genome bisulfite sequencing (WGBS) of a variety of different cell types shows that DNA demethylation is most pronounced at promoters of the most highly transcribed genes, and extends most strongly into the gene body of these genes [27, 28]. We note that most DNA demethylation is driven by transcription factors and is a consequence, not a cause, of high gene transcription [29, 30].

### TET deficiency impairs DNA demethylation at the *Il4* locus but TDG deficiency has little effect

To examine the effects of TET and TDG deficiency in Th2 cells on DNA cytosine modification, we performed bisulfite (BS) sequencing of specific CpG-containing amplicons spanning known regulatory regions of the *Il4* gene. In preference to performing WGBS, which requires very deep sequencing (>500 million reads) to obtain adequate coverage of a sufficient number of CpGs across the genome, we chose to focus on a single gene locus and perform high-coverage amplicon sequencing, so as to assure very high sequence coverage of all CpGs within the regions of interest. We assessed DNA modification (5mC+5hmC) at two distant regulatory regions (conserved non-coding sequences, CNS), *CNS1* (HSS3) and *CNS2* (site V), located 5′ and 3′ of the *Il4* gene respectively [31–33]; the *Il4* promoter, exon 1 and intron 1; the 3′ region of the conserved enhancer HSII; and exon 3. Together, these seven amplicons cover 64 CpG dinucleotides across the *Il4* locus (Fig. 1C). 

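The deposited BS-seq data for the Il4 locus comprised 27 samples, 3 of which belonged to the experiment with Gata3 sgRNA. Naïve CD4+ T cells and a set of WT Th2 cells after the first cycle had 3 libraries each. Fig. 2A and Table S2 of the paper list only 2 of these 3 Th2 libraries, and all 3 were used here. WT and TET iTKO cells, and WT and TDG iKO cells, had 2 libraries per genotype after the first cycle and 2 after the second. For TDG WT and TDG iKO cells after the first cycle 3 samples were listed, but 2 of these carried the name of a single library, so they were treated as 2 runs of it, with their levels averaged and their reads added. The authors mapped the reads to mouse genome mm9 with BSMAP and deposited, for every cytosine, the counts of reads with C and of reads with C or T, along with the fraction with C. The 5mC + 5hmC level of a CpG was taken as the percentage of C among its reads with C or T on the strand that was amplified, and the level of a region was the unweighted mean over its CpGs. Among the 27 samples the median number of reads per CpG ranged from 226 in naïve replicate 2 to 16946 with sgGata3-2. The counts had an upper limit, which was reached at CpGs of 9 samples. Between 99.7% and 99.8% of the cytosines outside CpGs were read as T in each sample.

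Groups were compared at each CpG that had at least 100 reads in every library of the comparison. A quasi-binomial model of the C and T counts was fitted with all 10 groups of naïve and Th2 cells, with a variance between libraries shared by all CpGs and the dispersion of each CpG moderated with limma. It compares groups on the log-odds scale, the logarithm of the ratio of C to T. Its p-values were two-sided and were adjusted by the Benjamini-Hochberg method over the CpGs of the comparison, and a CpG with an adjusted p under 0.05 was called changed. Means of regions were compared by exact permutation tests, two-sided. Errors are SDs between libraries, and the error of a difference combines the SDs of both groups. Confidence intervals for single libraries are 95% Wilson intervals. They cover counting error only, because PCR reads without molecular identifiers are not independent molecules. Besides the CpGs and ranges named in the paper and the CpGs with the largest rise and fall among those called in a comparison, single CpGs were chosen to be named after their values were seen. The 64 CpGs were numbered along the direction of Il4 transcription, from CpG1 at position 53440768 on chromosome 11 to CpG64 at 53418948. The gene annotation used spans 53416484 to 53432171 on the minus strand, which takes in CNS2. Its last exon, exon 4, lies at 53425962 to 53426155. CNS2 thus lies 3′ of the last exon, and the paper places it 3′ of the gene. CNS1 was amplified as 3 overlapping amplicons from 53440236 to 53440800 and carried CpGs 1 to 17. The promoter amplicon (53432389 to 53432583) carried CpGs 18 to 21, that of exon 1 (53431960 to 53432290) CpGs 22 to 28, and that of intron 1 and exon 2 (53431630 to 53431948) CpGs 29 to 37. CpGs 38 to 42 lay in the 3′ region of HSII (53430150 to 53430347), CpGs 43 to 47 in exon 3 (53427375 to 53427537), and CpGs 48 to 64 in CNS2, amplified as 3 amplicons from 53418901 to 53419662.

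**Figure D1:**
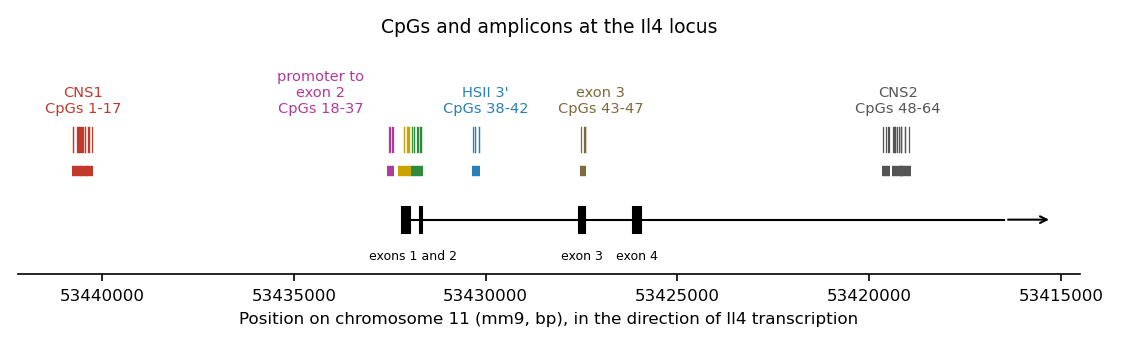
Map of the Il4 locus on chromosome 11 (mm9), with the position in base pairs on the x axis in the direction of Il4 transcription. Ticks mark the 64 CpGs, bars the amplicons colored by region, and the line with boxes the Il4 gene with its 4 exons.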

Although BS-seq measures the sum of 5mC and 5hmC [34], 5hmC is <10% of 5mC in WT naïve T cells, drops to very low levels in differentiated T cells, and is absent in TET-deficient cells [24, 35, 36], leading us to refer sometimes to the results of bisulfite sequencing simply as “methylation” for convenience.

Figures 1D and E show bar graphs of representative amplicon BS-seq data for the *Il4* gene (for heat map with summary of all data, see Fig. 2). 

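In naïve CD4+ T cells the mean 5mC + 5hmC level was 92.7% ± 0.55 (SD, n = 3 libraries) over the 17 CpGs of CNS1, 93.9% ± 0.852 (SD, n = 3) over the 9 CpGs of intron 1 and exon 2, and 90.7% ± 0.316 (SD, n = 3) over the 5 CpGs of the 3′ region of HSII. In exon 1 it was 93.1% ± 0.775 (SD, n = 2), without naïve replicate 2, whose median there was under 100 reads. For the same reason no CpG of exon 1 could be tested against naïve cells. The lowest level of a single CpG in the 3′ region of HSII was 73.5% ± 3.97 (SD, n = 3), at CpG39. WT Th2 cells after the first cycle had 79.0% ± 6.61 (SD, n = 3) in CNS1, 72.4% ± 8.89 (SD, n = 3) in exon 1, 81.9% ± 4.98 (SD, n = 3) in intron 1 and exon 2, and 73.1% ± 9.14 (SD, n = 3) in the 3′ region of HSII. After the second cycle the WT cells of the TET and TDG lines had 27.9% ± 5.55 (SD, n = 4) in CNS1, 43.8% ± 3.00 (SD, n = 4) in exon 1, 55.2% ± 3.01 (SD, n = 4) in intron 1 and exon 2, and 30.1% ± 5.27 (SD, n = 4) in the 3′ region of HSII.

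Of the 56 CpGs tested between naïve cells and WT Th2 cells after the first cycle, 34 were called lower and 0 higher, with a smallest adjusted p of 1.55e-06, and 36 CpGs had an unadjusted p under 0.05. The 34 called CpGs comprised 14 of the 17 of CNS1, 2 of the 4 of the promoter and 7 of the 9 of intron 1 and exon 2. The others were all 5 of the 3′ region of HSII and 6 of the 16 tested in CNS2. The largest fall was at CpG29 in intron 1 (position 53431923, in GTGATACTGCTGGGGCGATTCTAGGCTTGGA), from 90.7% ± 2.53 (SD, n = 3) to 51.7% ± 12.3 (SD, n = 3). The alternative that moved this count most was a minimum of 500 reads per CpG, which left 18 CpGs and called 10 of them. With the replicate number as a block and only these groups in the fit, 27 CpGs were called, all of them among the 34. The correlation between same-numbered libraries of the groups, taken over the deviations from their group means, was 0.115. The replicate numbers come from the sample labels, which do not name animals. Between naïve cells and WT Th2 cells after the second cycle, 42 of 56 CpGs were called lower and 0 higher (smallest adjusted p 5.63e-12), among them all 17 of CNS1, all 9 of intron 1 and exon 2 and all 5 of the 3′ region of HSII. CpG29 fell by 80.5 points, to 10.3% ± 2.59 (SD, n = 4). From the first to the second cycle in the WT cells of the TET and TDG lines, 38 of 46 CpGs were called lower and 0 higher (smallest adjusted p 7.25e-08). The largest fall was at CpG4 in CNS1 (position 53440640, in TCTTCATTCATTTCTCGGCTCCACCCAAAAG), from 58.7% ± 10.9 (SD, n = 4) to 17.7% ± 6.47 (SD, n = 4). The replicate block gave 37 calls there, all among the 38, at a correlation of 0.0388 between same-numbered libraries. The mean of CNS1 fell by 13.7 points (± 6.63) from naïve cells to the first cycle (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow) and decreased by 64.8 points (± 5.58) to the second (exact permutation test, p = 0.0571, the smallest for 4 against 3). Between the cycles it was lower by 35.2 points (± 9.79; exact permutation test, p = 0.0286, the smallest for 4 against 4).

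**Figure D2:**
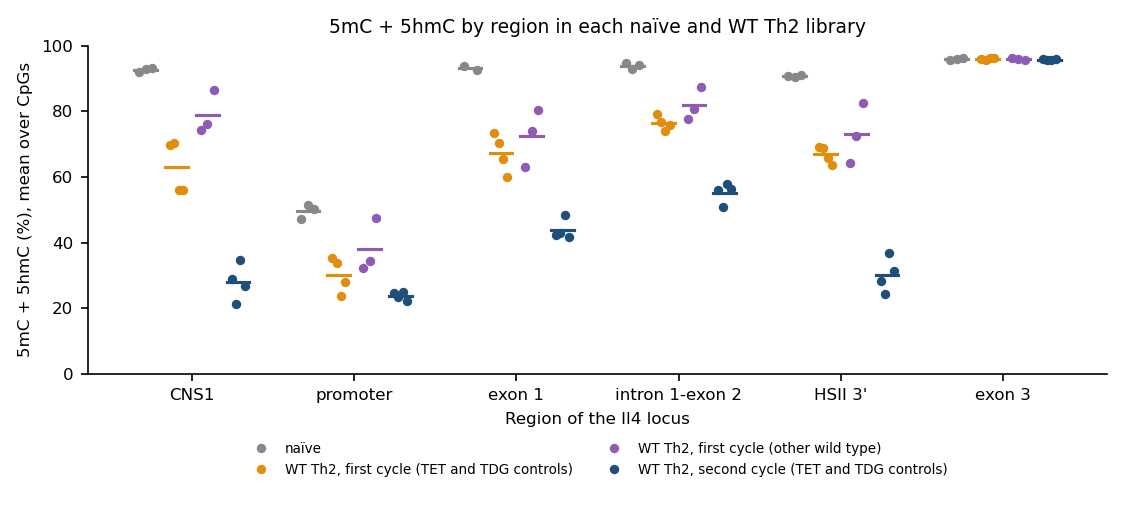
Mean 5mC + 5hmC level (percent, y axis) of 6 regions of the Il4 locus in naïve cells, in both sets of WT Th2 cells after the first cycle and in WT Th2 cells after the second cycle. Points are libraries and lines are group means, which fall in each region but exon 3.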

All CpGs in *CNS1*, exon 1, intron 1, exon 2, and the 3′ region of HSII were essentially fully methylated (5mC+5hmC) in WT naive CD4^+^ T cells (Fig. 1D, *gray bars*) and became substantially demethylated during Th2 differentiation (Fig. 1D, *black bars*); also see Fig. 2A. As previously reported [21], the promoter region and most CpGs in *CNS2* were poorly methylated (5mC+ 5hmC) in naive T cells and remained demethylated in differentiated Th2 cells (Fig. 2A; Additional file 1: Fig. S1O), whereas exon 3, which was heavily methylated, exhibited no change in methylation levels even after two cycles of cultivation (Figs. 1D and 2A). These data are consistent with our previous findings, obtained by digestion of genomic DNA of naïve and Th2 cells with the restriction enzyme McrBC, which preferentially cleaves heavily methylated DNA [21].

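The promoter CpGs had a mean level of 49.6% ± 2.20 (SD, n = 3) in naïve cells, with single CpGs from 30.5% to 61.2%. In naïve replicate 2 these CpGs had only 109 to 117 reads. After the first cycle the mean was 38.1% ± 8.26 (SD, n = 3) and CpGs 19 and 21, 2 of the 4, were called lower. After the second cycle it was 23.8% ± 1.25 (SD, n = 4) and all 4 were called lower than in naïve cells. In CNS2, CpGs 48 to 51 had 42.9% ± 2.51 (SD, n = 3) in naïve cells, 22.3% ± 2.5 (SD, n = 3) after the first cycle and 15.6% ± 0.927 (SD, n = 4) after the second. The highest of them, CpG48, had 91.4% ± 1.69 (SD, n = 3) in naïve cells. CpGs 52 to 62 had 1.32% ± 0.104 (SD, n = 3), 0.661% ± 0.128 (SD, n = 3) and 0.310% ± 0.0504 (SD, n = 4) in the same groups. CpG63 had 32.8% ± 0.247 (SD, n = 3), 3.20% ± 3.00 (SD, n = 3) and 0.370% ± 0.320 (SD, n = 4), and it was called lower in both comparisons with naïve cells. Of the 16 CNS2 CpGs tested, 6 were called lower than in naïve cells after the first cycle and 7 after the second. The 5 CpGs of exon 3 had a mean of 95.9% ± 0.348 (SD, n = 3) in naïve cells, 96.0% ± 0.279 (SD, n = 3) after the first cycle and 95.7% ± 0.262 (SD, n = 4) after the second. None of the 5 was called in either comparison, and 0 had an unadjusted p under 0.05.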

**Fig. 2:**
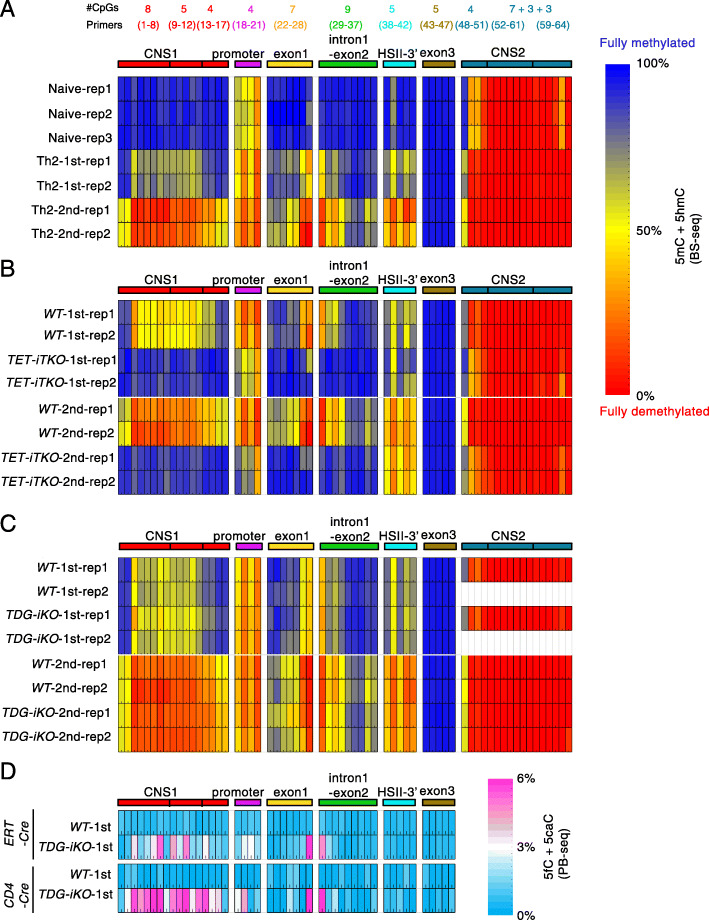
Summary of experiments showing TET-dependent, TDG-independent demethylation of the *Il4* locus during Th2 differentiation. **A** Heat maps depicting the percentage of (5mC + 5hmC)/total C in 64 CpGs in the *Il4* locus in wildtype naïve CD4^+^ T cells and Th2 cells after the first and second cycles of differentiation, as determined by BS-seq. Data show the results of thousands of sequencing reads from two or three independent experiments. The numbers of CpGs in each amplicon are shown above the heat maps. **B**, **C** Heat maps depicting the percentage of (5mC + 5hmC)/total C in 64 CpGs in the *Il4* locus in *WT* vs. *TET iTKO* cells (**B**), or *WT* vs. *TDG iKO* cells (**C**), as determined by BS-seq. Results for Th2 cells after the first and second cycles of differentiation are shown. The data show the results of thousands of sequencing reads from two independent experiments. **D** Heat maps depicting the percentage of (5fC + 5caC)/total C in 47 CpGs in the *Il4* locus in *WT* vs. *TDG iKO* cells, as determined by PB-seq. *Tdg* gene deletion was achieved using *Cre-ERT2* (*upper*) or *CD4Cre* (*lower*). Results for Th2 cells after the first cycle of differentiation are shown

We examined the effects of *Tet1/2/3* and *Tdg* deletion on the modification status of the *Il4* gene during Th2 differentiation. WT Th2 cells showed a substantial decrease in 5mC + 5hmC at *CNS1*, exon 1, intron 1, and exon 2 as described above, whereas *Tet1/2/3 iTKO* cells did not (Fig. 1D, *top*, *compare black and red bars*; Fig. 2B). In contrast, WT and *TDG iKO* cells showed a similar decrease of 5mC and 5hmC during both the first (Fig. 1E, *top*) and second (Fig. 1D, *bottom; compare black and green bars*; Fig.  2C) cycles of differentiation. 

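After the first cycle the mean level of CNS1 was 56.1% ± 0.0276 (SD, n = 2) in TET WT cells and 90.5% ± 0.0513 (SD, n = 2) in TET iTKO cells. In the second cycle it was 30.8% ± 5.66 (SD, n = 2) and 88.8% ± 0.384 (SD, n = 2). The mean of exon 1 after the second cycle was 45.0% ± 4.57 (SD, n = 2) in WT and 88.3% ± 0.381 (SD, n = 2) in TET iTKO cells. WT replicate 1 stood apart there, with 48.3% against 41.8% to 42.9% in the other 3 WT libraries of that cycle. For intron 1 and exon 2 the levels were 57.0% ± 1.15 (SD, n = 2) and 88.4% ± 1.78 (SD, n = 2). Of 60 CpGs tested, 36 were called higher in TET iTKO cells after the first cycle (smallest adjusted p 2.45e-07) and 42 after the second (smallest adjusted p 4.26e-09), and 0 were called lower. The 42 were all 17 CpGs of CNS1, the 4 of the promoter, the 6 tested in exon 1, the 9 of intron 1 and exon 2, CpG38 in the 3′ region of HSII and CpGs 48, 49, 50, 51 and 58 in CNS2. None of the 5 CpGs of exon 3 was called, and 0 had an unadjusted p under 0.05. The largest difference was at CpG29, with 59.6 points after the first cycle and 75.4 points after the second, from 8.78% ± 2.43 (SD, n = 2) in WT to 84.2% ± 3.96 (SD, n = 2) in TET iTKO cells. The CNS1 means differed by 34.3 points (± 0.0583) after the first cycle and 58.0 points (± 5.67) after the second (exact permutation tests, two-sided, p = 0.333 for each, the smallest that 2 libraries against 2 allow). The change in the effect per CpG from the first to the second cycle was a comparison added after seeing the data. On the log-odds scale of the model it was called at 0 of the 60 CpGs, and 16 had an unadjusted p under 0.05. The change in points was not itself tested.

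The deviations of same-numbered WT and TET iTKO libraries correlated at -0.263 after the first cycle and -0.271 after the second. With the replicate number as a block and only these groups in the fit, 0 CpGs were called after the first cycle (smallest adjusted p 0.0684) and 23 had an unadjusted p under 0.05. After the second cycle 39 were called, all of them among the 42. With the replicates paired crosswise, a choice made after seeing the data, 31 CpGs were called after the first cycle, all among the 36, and 46 after the second, including the 42. Compared with naïve cells, TET iTKO cells after the second cycle had 13 of 54 CpGs called, 3 higher and 10 lower (smallest adjusted p 1.74e-08). None of the 17 CpGs of CNS1 was called, and 5 had an unadjusted p under 0.05. The mean of CNS1 was lower by 3.9 points (± 0.67; exact permutation test, two-sided, p = 0.2, the smallest that 2 against 3 allow). CpGs 31, 32 and 36 in intron 1 and exon 2, CpGs 48 and 50 in CNS2 and the 5 CpGs of the 3′ region of HSII were lower. CpGs 18, 19 and 20 in the promoter were higher, with the largest rise of 21.9 points at CpG20 (position 53432447, in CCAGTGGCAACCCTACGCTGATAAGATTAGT). With only these groups in the fit 28 CpGs were called, and with a minimum of 500 reads 3 of the 18 CpGs left.

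**Figure D3:**
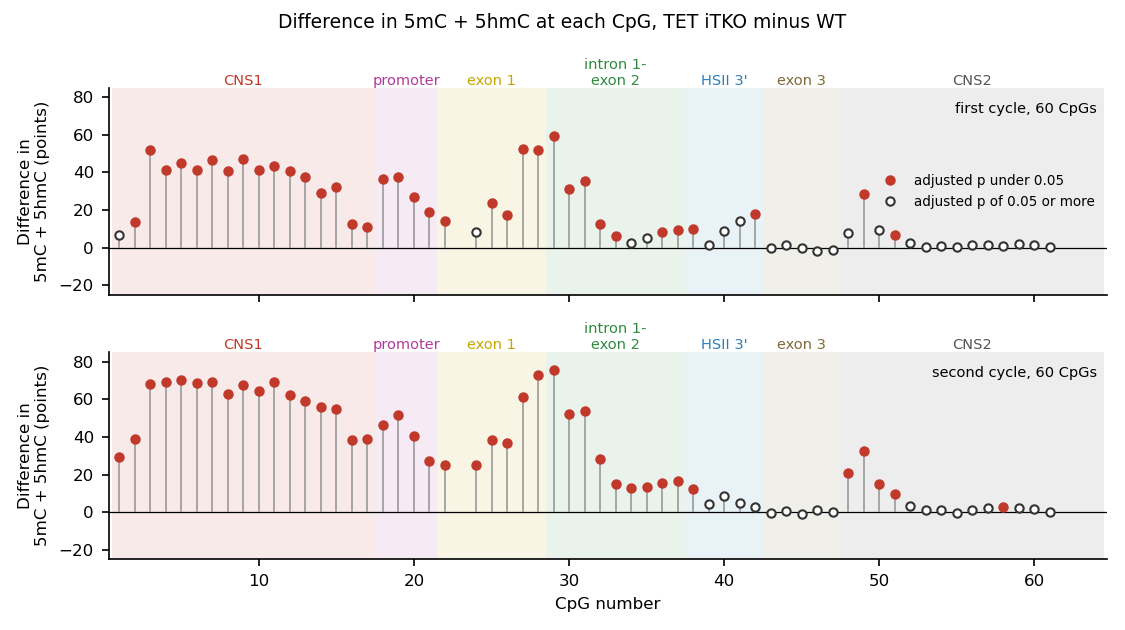
Difference in 5mC + 5hmC (percentage points, y axis) between TET iTKO and WT cells at each of 60 CpGs (x axis) after the first and second cycles. Filled red points have an adjusted p under 0.05 (36 and 42 CpGs) and open points 0.05 or more.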

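The mean level of CNS1 after the first cycle was 70.1% ± 0.522 (SD, n = 2) in TDG WT cells and 66.0% ± 4.15 (SD, n = 2) in TDG iKO cells, a difference of -4.05 points (± 4.18; exact permutation test, two-sided, p = 0.333, the smallest possible). In second-cycle cells it was 25.1% ± 5.35 (SD, n = 2) and 22.5% ± 1.55 (SD, n = 2), a difference of -2.66 points (± 5.57; exact permutation test, p = 1). Neither difference exceeded its error. The sign of the second was not stable: without TDG WT replicate 1 it became 1.12 points. Under 2 other alternatives the second difference was -6.45 and -7.51 points. For exon 1 the difference was -3.22 points after the first cycle, between 71.8% ± 2.22 (SD, n = 2) and 68.5% ± 3.36 (SD, n = 2), and -1.45 points after the second, between 42.6% ± 0.412 (SD, n = 2) and 41.2% ± 3.18 (SD, n = 2). In intron 1 and exon 2 it was 0.771 and 4.53 points, the latter between 53.4% ± 3.57 (SD, n = 2) and 57.9% ± 1.77 (SD, n = 2). None of the 46 CpGs tested after the first cycle was called (smallest adjusted p 0.986), nor any of the 63 tested after the second (smallest adjusted p 0.867), and 0 had an unadjusted p under 0.05 in either. Fewer CpGs were tested after the first cycle because no CpG of CNS2 had 100 reads in every TDG library. BS-seq reads 5fC and 5caC as T, so these levels do not show bases left unexcised without TDG. TDG iKO cells had the higher level at 13 CpGs and the lower at 33 after the first cycle, and the higher at 42 and the lower at 21 after the second. The median size of the difference was 2.40 points after the first cycle and 2.02 after the second, and the largest was 7.68 and 9.21 points. Same-numbered WT and TDG iKO libraries correlated at 0.459 and 0.319 in the first and second cycles. With the replicate number as a block 0 CpGs were called in either cycle, with a smallest adjusted p of 0.742 and 0.812 and 0 CpGs with an unadjusted p under 0.05. On simulated data with the read numbers of 2 libraries against 2 and a variance between libraries of 0.01, 43.2% of differences of 10 points were called, 96.2% of those of 20 points and 100% of those of 30 points.

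**Figure D4:**
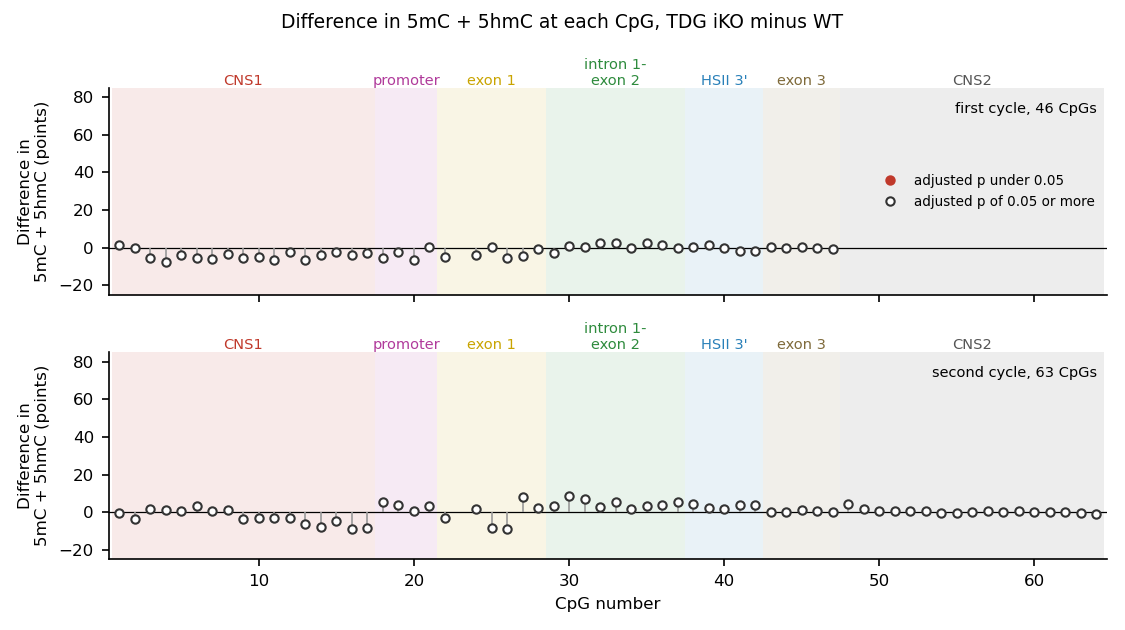
Difference in 5mC + 5hmC (percentage points, y axis) between TDG iKO and WT cells at each CpG (x axis) after the first cycle (46 CpGs) and the second (63 CpGs). All points are open, since every adjusted p was 0.05 or more.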

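CpGs 38 to 42 had a mean level of 64.8% ± 1.6 (SD, n = 2) in TET WT cells and 75.3% ± 2.63 (SD, n = 2) in TET iTKO cells after the first cycle, a difference of 10.6 points. CpGs 38 and 42 were called higher in TET iTKO cells. At the end of the second cycle the levels were 34.1% ± 3.76 (SD, n = 2) and 40.5% ± 2.37 (SD, n = 2), a difference of 6.41 points (± 4.44; exact permutation test, two-sided, p = 0.333, the smallest possible). CpG38 was called, with a difference of 12.1 points, and the others differed by 2.71 to 8.48 points. In TET iTKO cells the mean after the second cycle differed from that of naïve cells by -50.2 points (± 2.39; exact permutation test, two-sided, p = 0.2, the smallest that 2 libraries against 3 allow). All 5 CpGs were called lower, with the largest difference of -59.5 points at CpG41 in intron 2 (position 53430188, in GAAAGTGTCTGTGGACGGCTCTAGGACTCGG). All 5 were also called lower after the second cycle than after the first in TET iTKO cells, in a comparison added after seeing the data. In the TDG line the levels were 68.9% ± 0.176 (SD, n = 2) in WT and 68.5% ± 2.15 (SD, n = 2) in TDG iKO cells after the first cycle, and 26.2% ± 2.76 (SD, n = 2) and 29.3% ± 0.755 (SD, n = 2) after the second. None of the 5 CpGs was called between TDG WT and TDG iKO cells in either cycle, and 0 had an unadjusted p under 0.05.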

Notably, one region of the *Il4* locus—the 3′ region of HSII (CpGs 38-42)—became demethylated in a manner apparently independent of both TET (Fig. 1D, *top*) and TDG (Fig. 1D, *bottom*). Thus, triple TET deficiency substantially impaired Th2 differentiation and almost completely eliminated the demethylation observed in *Il4* regulatory regions in the differentiating cells, whereas TDG deficiency affected neither Th2 differentiation nor demethylation of the *Il4* locus during Th2 differentiation.

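The effect of TET deletion and that of TDG deletion were also compared with each other at each CpG. The measure was the difference between the genotypes of one line minus that of the other, tested on the log-odds scale and given in points. In BS-seq 5fC and 5caC are read as T, like unmodified C. Bases left unexcised without TDG therefore do not raise the level, and the comparison covers only 5mC + 5hmC. In the second cycle the effect of TET deletion was called larger at 38 of 60 CpGs and smaller at 0 (smallest adjusted p 6.35e-07), and 39 CpGs had an unadjusted p under 0.05. The largest difference between the effects was 72.5 points, at CpG11 in CNS1 (position 53440513, in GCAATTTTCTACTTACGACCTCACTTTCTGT). The calls comprised 17 of 17 CpGs in CNS1, 4 of 4 in the promoter, 6 of 6 in exon 1 and 8 of 9 in intron 1 and exon 2, and CpGs 48, 49 and 50 in CNS2. In the 3′ region of HSII and in exon 3, 0 of 5 CpGs were called and 0 had an unadjusted p under 0.05. With the replicate number as a block, 39 CpGs were called, among them the 38, and the correlation between same-numbered libraries was -0.0029. After the first cycle, in a comparison added after seeing the data, 29 of 46 CpGs were called (smallest adjusted p 1.36e-05). From the levels in TET iTKO and TDG iKO cells, the paper concludes that loss of the TET proteins almost eliminated the demethylation of Il4 regulatory regions in differentiating Th2 cells, and that loss of TDG affected neither this demethylation nor Th2 differentiation. The differentiation itself was measured by cytokine production (Fig. 1B), which was not analysed here.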

Since DNA demethylation in the *Il4* locus during Th2 differentiation was dependent on DNA replication, we asked whether the increased DNA methylation in TET-deficient cells reflected an increase in the levels of the maintenance DNA methyltransferase DNMT1 and its obligate protein partner UHRF1. Unexpectedly, we found that *TET iTKO* cells showed a clear decrease in both DNMT1 and UHRF1 protein levels compared to WT Th2 cells; in contrast, there was no perceptible change in either DNMT1 or UHRF1 protein levels in WT compared to *TDG iKO* Th2 cells (Additional file 1: Fig. S1P, Q). The decrease of DNMT1 and UHRF1 proteins in *TET iTKO* Th2 cells might in part account for the observed demethylation at the 3′ region of HSII in these cells (also see the “Discussion” section).

### TDG deficiency results in low-level 5fC/5caC accumulation with no change in overall gene expression

To confirm that TDG indeed excised 5fC and 5caC, we treated Th2 cells from the 1st differentiation cycle with pyridine borane (PB), which converts 5fC and 5caC into dihydrouracil (DHU) [37, 38]. 

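For PB-seq, 6 samples were deposited. WT and TDG iKO cells of the ERT2-Cre system each had 2 samples with the name of a single library, which were added as 2 runs of it, and WT and TDG KO cells of the CD4-Cre system had 1 library each. The authors mapped the reads with BSMAP without allowing mismatches and deposited the counts of reads with C and with C or T at each cytosine. In PB-treated DNA a C read as T marks 5fC or 5caC, and unmodified C, 5mC and 5hmC remain C. The 5fC + 5caC level of a CpG was the percentage of T among its reads, with the number of C reads multiplied by 0.5 as in the methods of the paper. The counts of the same strand as in BS-seq were used. Levels were obtained for the 47 CpGs outside CNS2, with a median of 12755 reads per CpG in TDG iKO and 13532 in WT cells with ERT2-Cre, and 6193 and 10217 reads with CD4-Cre. The lowest number of reads at a CpG was 165, in the TDG KO library. The smallest level that the depth can show, 3 T reads, had a median over CpGs from 0.0443% to 0.0942% in the 4 libraries and reached 3.64% at the CpG with the fewest reads. There were no replicate libraries within a deletion system. Levels were therefore compared by Fisher's exact test per CpG, two-sided, with Benjamini-Hochberg adjustment over the 47 CpGs, which compares libraries, not conditions. A CpG was called when its adjusted p was under 0.05 and its level was at least 1 point higher in TDG-deleted cells.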

TET-assisted pyridine borane sequencing (TAPS) was originally developed for bisulfite-free detection of 5mC and 5hmC [37], but we applied it here for single-base resolution mapping of 5fC and 5caC. 

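Over the 17 CpGs of CNS1 the mean 5fC + 5caC level was 2.19% in TDG iKO and 0.466% in WT cells of the ERT2-Cre system, and 4.78% in TDG KO and 0.279% in WT cells of the CD4-Cre system. The difference was 1.726 points with ERT2-Cre and 4.497 points with CD4-Cre, 3.11 points on average. Its error, which combines the SDs of both groups over the systems and ignores the pairing within a system, was 1.83 points. With 2 libraries against 2 an exact permutation p cannot be under 0.33. With ERT2-Cre, 17 of 47 CpGs were called higher in TDG iKO cells and 0 lower. Of the CpGs with an adjusted p under 0.05, 31 were higher and 4 lower by any amount. The highest level was at CpG28 in the coding part of exon 1 (position 53431995, in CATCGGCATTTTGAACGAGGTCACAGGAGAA), with 5.72% in TDG iKO cells (95% interval 5.06% to 6.45%, 8328 reads) and 0.493% in WT cells (0.316% to 0.769%, 7692 reads; Fisher's exact test, adjusted p = 1.76e-46). CpG29 had 4.97% (4.47% to 5.52%, 12755 reads) and 0.821%. In WT cells no CpG exceeded 0.888%. With CD4-Cre, 23 of 47 CpGs were called higher and 0 lower, and 14 of them were also called with ERT2-Cre. CpG11 had the highest level, 9.18% (6.47% to 12.9%, 603 reads) in TDG KO cells, and 0 T among 810 reads in WT cells, where the depth can show 0.741%. CpG28 had 6.22% (5.25% to 7.35%) and CpG29 6.26% in TDG KO cells. The alternative that moved the ERT2-Cre count most upward left out the minimum of 1 point, which gave 31 CpGs. Without halving the C reads, 10 CpGs were called with ERT2-Cre and 19 with CD4-Cre, and the mean difference in CNS1 was 1.6 points. On the opposite strand, chosen as an alternative after seeing the data, 20 CpGs were called with ERT2-Cre and 24 with CD4-Cre. With CD4-Cre the largest gain there was 12.2 points, at CpG27, which had -0.0133 points on the strand used. The CpG with the largest gain thus depends on the strand.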

We observed a substantial accumulation of 5fC/5caC (4–6% of C) at the *Il4* gene locus in *TDG iKO* Th2 cells compared to WT (Fig. 1E, *bottom*; Fig. 2D). The 5fC/5caC accumulation was observed only in regions such as *CNS1*, exon 1, and intron 1 which undergo TET-dependent DNA demethylation (Fig. 1E, *bottom*; Fig. 2D), but not at regions such as exon 3, which do not undergo DNA demethylation during Th2 differentiation (Fig. 1E, *bottom right*; Fig. 2D), confirming that TDG excised 5fC and 5caC generated by TET proteins.

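By region, the CpGs called with ERT2-Cre were 11 of 17 in CNS1, 2 of 4 in the promoter, 2 of 7 in exon 1, 2 of 9 in intron 1 and exon 2, and 0 of 5 in both the 3′ region of HSII and exon 3. With CD4-Cre they were 15 of 17, 3 of 4, 1 of 7, 3 of 9, 1 of 5 and 0 of 5. In the promoter these were CpGs 19 and 20 with ERT2-Cre and CpGs 18, 19 and 21 with CD4-Cre. In exon 1 they were CpGs 27 and 28 with ERT2-Cre and CpG28 with CD4-Cre, and in intron 1 and exon 2 CpGs 29 and 30, and CpGs 29, 31 and 37. The mean level in the promoter was 2.18% in TDG iKO and 0.744% in WT cells with ERT2-Cre, and 2.24% in TDG KO and 0.135% in WT cells with CD4-Cre. In exon 1 it was 1.39% and 0.279%, and 1.36% and 0.541%, and in intron 1 and exon 2 it was 1.03% and 0.378%, and 1.27% and 0.276%. The 3′ region of HSII had 0.423% in TDG iKO and 0.342% in WT cells with ERT2-Cre, and 0.556% in TDG KO and 0.405% in WT cells with CD4-Cre. Its single call, CpG40 (position 53430272) with CD4-Cre, differed by 1.00 point. Exon 3 had 0.349% and 0.271% with ERT2-Cre and 0.375% and 0.272% with CD4-Cre, and its largest difference at a CpG was 0.769 points. From accumulation in the regions with TET-dependent demethylation and its absence in regions such as exon 3, the paper concludes that TDG excised 5fC and 5caC made by TET proteins.

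**Figure D5:**
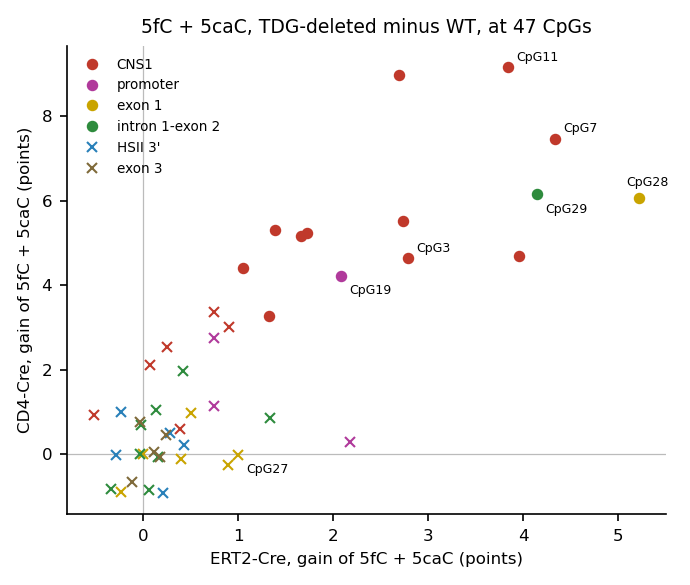
Gain of 5fC + 5caC (percentage points, TDG-deleted minus WT) at 47 CpGs with ERT2-Cre (x axis) and with CD4-Cre (y axis), colored by region. Circles are the 14 CpGs called in both systems and crosses the other CpGs.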

Together, these results confirm that in addition to its known activity of excising thymine from T:G mismatches, TDG can also excise TET-generated 5fC and 5caC from correctly base-paired CpG:GpC sequences in DNA, as also shown previously for other cell types [39, 40]. However, TDG deletion did not result in major changes in gene expression assessed by RNA-seq (Additional file 1: Fig. S2). 

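The gain of 5fC + 5caC in TDG-deleted cells, averaged over both deletion systems, was also compared across CpGs with the loss of 5mC + 5hmC from naïve cells to WT Th2 cells after the first cycle. Over 40 CpGs Spearman's rho was 0.545 (permutation test, two-sided, p = 0.0004, adjusted p = 0.00048) and Pearson's r was 0.594 (permutation test, p = 9e-05, adjusted p = 0.00024). The p-values were adjusted over the 12 computed for these measures. The relation is across CpGs, which are not independent replicates. Exon 1 does not enter it, for want of reads in naïve replicate 2. Without that library 46 CpGs entered and rho was 0.518, an alternative chosen after seeing the data. With the loss taken to the second cycle, rho was 0.677 (permutation test, p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 0.00012). With each deletion system on its own it was 0.577 for ERT2-Cre and 0.520 for CD4-Cre.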

We conclude that under standard conditions of Th2 differentiation, TDG is not essential for *Il4* locus demethylation, *Il4* gene expression, IL-4 cytokine production, or overall patterns of gene expression; moreover, the presence of TDG in normal naive T cells does not accelerate the process of Th2 differentiation.

### TET deficiency alters gene expression in non-proliferating macrophages but TDG deficiency has little effect

Bone marrow-derived monocytes go through many cycles of cell division while they are differentiating into macrophages (bone marrow-derived macrophages (BMDM)) (Fig. 3A); however, differentiated BMDM do not proliferate further when stimulated with LPS [41]. We asked whether there was replication-independent (i.e., “active”) DNA demethylation under these conditions, and if so, whether it was mediated by TET and TDG. We began by mapping genome-wide changes in 5hmC by CMS-IP [42, 43]. Over a time course of 6 h of stimulation with LPS, differentiated BMDM acquired 4069 “de novo” 5hmC peaks compared to unstimulated cells (Fig. 3B, *blue wedge in the pie chart*). A subset (118) of these regions of “de novo” 5hmC deposition corresponded to so-called latent enhancers, which acquire the histone modifications H3K4me1 and H3K27Ac only after stimulation [22] (Fig. 3C, *red bar* in genome browser view of *Batf* locus; Fig. 3D, *red and light blue dots*). Motif enrichment analysis of either the 118 latent enhancers or all 4069 enhancers that acquired 5hmC progressively upon LPS stimulation showed that the most highly enriched motif was for consensus binding sites for NFκB (GGGAATTTCC or GGGAATTCCC; *data not shown*).

**Fig. 3:**
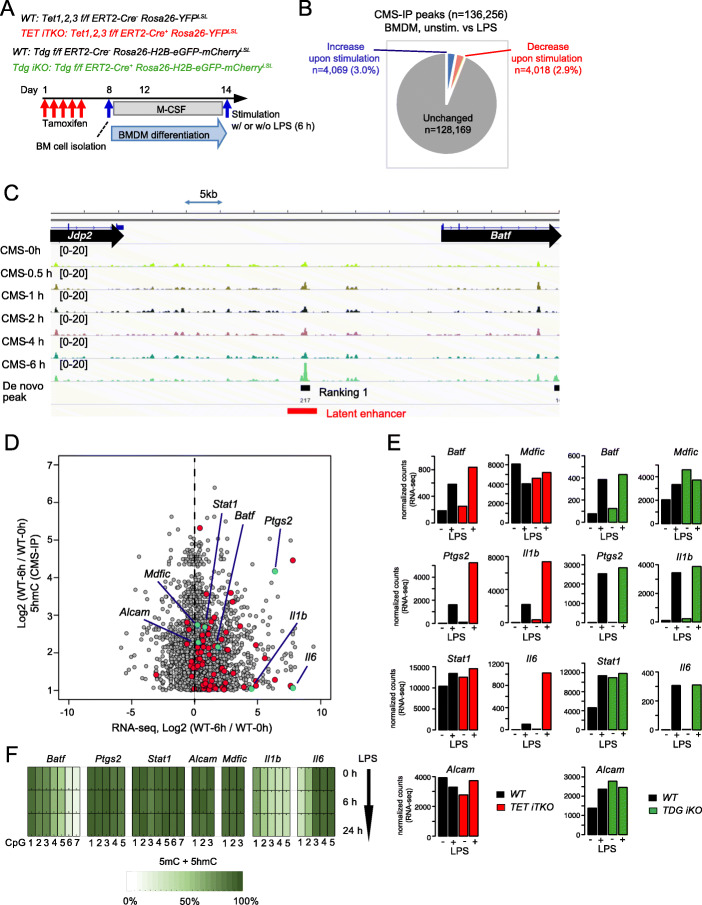
LPS stimulation of bone marrow-derived macrophages induces 5hmC deposition at enhancers. **A** Flowchart of experiments. **B** Number of differentially hydroxymethylated regions (DhmRs) comparing unstimulated vs. LPS-stimulated BMDMs. **C** LPS induces 5hmC deposition in BMDMs at an intergenic region between the *Jdp2* and *Batf* genes (for genome browser views of the *Il1b* and *Il6* loci, see Fig. S3). **D** For all the de novo 5hmC peaks in LPS-stimulated BMDMs, Log2 fold change in 5hmC is plotted against Log2 fold change in RNA expression. 5hmC peaks overlapping with latent enhancers (regions that acquire H3K4me1 and H3K27Ac only after stimulation) are shown in red; of these, peaks in the vicinity of the *Batf*, *Ptgs2*, *Stat1*, *Alcam*, *Mdfic*, *Il1b*, and *Il6* genes are shown in light blue. **E** Bar graphs show the RNA expression levels of the *Batf*, *Ptgs2*, *Stat1*, *Alcam*, *Mdfic*, *Il1b*, and *Il6* genes in *WT* vs. *TET iTKO* (*left*), or *WT* vs. *TDG iKO* (*right*), as determined by RNA-seq. BMDMs stimulated with (+) or without (−) LPS were used. **F** Heat maps depicting the percentage of (5mC+5hmC)/total Cs for each CpG in enhancers close to the *Batf*, *Ptgs2*, *Stat1*, *Alcam*, *Mdfic*, *Il1b*, and *Il6* genes, as determined by BS-seq. All seven selected latent enhancers show 5hmC deposition upon LPS stimulation (see Fig. S3E), but none undergoes DNA demethylation (loss of 5mC+5hmC)

To investigate the roles of TET and TDG in DNA demethylation in these non-proliferating macrophages upon LPS stimulation, we selected the top five latent de novo enhancers that acquired 5hmC after LPS stimulation, located in or near the *Batf* (Fig. 3C), *Ptgs2*, *Stat1*, *Alcam*, and *Mdfic* (not shown) genes, as well as enhancers in the vicinity of the *Il1b* and *Il6* genes (Additional file 1: Fig. S3A, B) and determined their DNA modification before and after stimulation. 

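BS-seq of BMDMs at 0, 6 and 24 h of stimulation comprised 6 samples. The labels list 2 replicates per time point, but both carry the name of a single library, so each pair was treated as 2 runs of it. There were then no replicate libraries, and the tests between time points compare libraries, not conditions. The authors deposited the counts of reads with C and with C or T from BSMAP, and the 5mC + 5hmC level was computed from them as for the Il4 locus. Between 99.825% and 99.84% of the cytosines outside CpGs were read as T in the amplicons of the 7 enhancers. The enhancers carried 35 CpGs, with 278 to 7564 reads per CpG in a run and a median of 2248 to 3854. The amplicons near Batf (chromosome 12, 87007500 to 87007779), Ptgs2 (chromosome 1, 152050299 to 152050616), Mdfic (chromosome 6, 15633778 to 15634002), Il1b (chromosome 2, 129236157 to 129236409) and Il6 (chromosome 5, 30299463 to 30299777) lay 19980, 95317, 36771, 39408 and 40081 bp from their genes, in that order. That of Alcam (chromosome 16, 52425818 to 52426154) lay inside the gene. Each CpG was compared with 0 h by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over the 35 CpGs, and was called changed at an adjusted p under 0.05 and a difference of at least 10 points, since deep PCR reads let small differences pass the test alone.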

*Batf* and *Ptgs2* were upregulated, whereas *Stat1*, *Alcam*, and *Mdfic* showed little or no change at the mRNA level in either WT or *TET iTKO* cells after LPS stimulation (Fig. 3D, *blue dots*; Fig. 3E). The genes encoding the cytokines *Il1b* and *Il6* were also substantially upregulated by LPS stimulation, more so in *TET iTKO* than in WT BMDM (Fig. 3D, E) and had latent enhancers in their vicinity (Additional file 1: Fig. S3A, B). Expression of the *Batf*, *Ptgs2*, *Il1b*, and *Il6* genes was increased in LPS-stimulated *TET iTKO* but not in LPS-stimulated *TDG iKO* BMDM compared to control LPS-treated BMDM (Fig. 3E; Additional file 1: S3C, D). However, none of these loci (i.e., the top five latent enhancers and the two close to the *Il1b* and *Il6* genes) showed changes in DNA methylation (5mC+5hmC) after 6 or 24 h of LPS stimulation, even though their basal methylation levels varied (Fig. 3F), indicating that the de novo gain of 5hmC at the latent enhancers observed in these gene loci is not linked to DNA demethylation. 

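The mean 5mC + 5hmC level over the 35 CpGs was 75.25% at 0 h, 75.63% at 6 h and 75.01% at 24 h. The difference from 0 h was 0.382 points at 6 h, with 0.151 and 0.612 in the separate runs, and -0.24 points at 24 h, with -0.3 and -0.181 in the runs. None of the 35 CpGs was called at either time. The largest difference was 7.77 points at 6 h, at the middle CpG of the Alcam amplicon (position 52425968), and -5.33 points at 24 h, at CpG5 of the Batf amplicon (position 87007653). The median size of the difference was 1.5 points at 6 h and 1.94 at 24 h. By Fisher's exact test alone, 20 CpGs had an adjusted p under 0.05 at 6 h, 10 of them higher, and 22 at 24 h, also with 10 higher. With a minimum of 5 points 2 CpGs were called at each time. With the runs as replicates in the quasi-binomial model, 16 CpGs had an adjusted p under 0.05 at 6 h and 21 at 24 h, but runs of a library do not carry the variation between animals. The runs of a time point differed by 0.843 to 1.05 points on average, against 0.885 to 0.922 expected from counting, and the time points by 2.23 points (6 h) and 2.24 points (24 h). The Batf amplicon had 56.6% at 0 h, 57.3% at 6 h and 54.9% at 24 h, and the Il1b amplicon 44.6%, 45.6% and 45.6%. At Il6 the levels were 72.5%, 72.9% and 75.4%, and at Ptgs2 90.6%, 92.0% and 90.9%. Alcam had 92.1%, 93.6% and 90.6%, and Mdfic 92.0%, 91.3% and 90.9%. From the lack of change at these loci, the paper reasons that their gain of 5hmC upon stimulation is not linked to DNA demethylation.

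**Figure D6:**
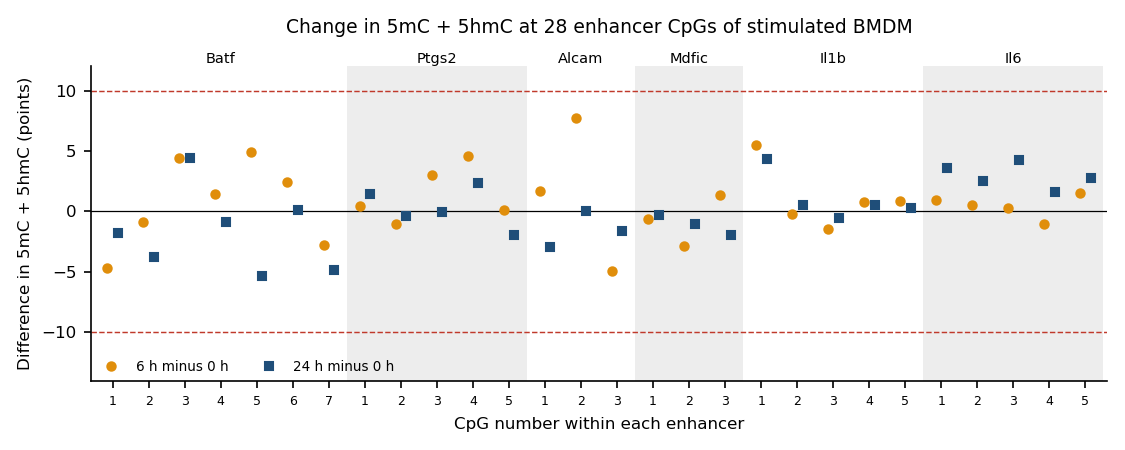
Difference in 5mC + 5hmC from 0 h (percentage points, y axis) at 28 of the 35 CpGs, those of 6 of the 7 enhancers (x axis), at 6 h (circles) and 24 h (squares). Dashed lines mark 10 points in each direction, and every point lies between them.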

In *TDG iKO* cells, we also observed increased 5fC and 5caC after pyridine borane sequencing (Additional file 1: Fig. S3E). Inflammatory phenotypes (e.g., hyperproduction of IL-1β and IL-6) have previously been reported in *TET2*-mutated macrophages in humans [44]; however, the link between altered 5hmC deposition, TET dysfunction, and changes in gene expression still remains unclear. Our data indicate that TET proteins are recruited to enhancers that acquire 5hmC after LPS stimulation, most likely by NFκB, a known transcription factor that acts downstream of LPS [45]. Thus, at these locations, 5hmC represents an epigenetic mark whose function remains to be understood, rather than an intermediate in DNA demethylation.

### GATA3 is partly responsible for TET-dependent *Il4* gene demethylation

To identify transcription factors potentially responsible for TET-mediated demethylation, we performed 5hmC mapping in naïve CD4 T cells and differentiated Th2 cells by CMS-IP [42, 43] (Fig. 4A, *dark blue tracks 8 and 9*). Of a total of 123,920 CMS (5hmC)-enriched regions, 69,769 showed no difference in 5hmC in naïve versus Th2 cells, 42,767 regions lost 5hmC, and 11,384 regions gained 5hmC during Th2 differentiation (Fig. 4B; Additional file 1: Fig. S2B). Motif enrichment analysis of these 11,384 differentially hydroxymethylated regions (DhmRs) showed enrichment for consensus binding sequences for a variety of transcription factors including RUNX, STAT, SMAD, GATA, and basic region-leucine zipper (bZIP) transcription factors (Fig. 4C). Figure 4A (*tracks 2–7*) shows published ChIP-seq data for selected transcription factors known to be important in Th2 differentiation—GATA3, STAT6, the bZIP transcription factor BATF, and its partner IRF4. We focused on the Th2 lineage-determining transcription factor GATA3, which has a well-documented binding site in the first intron of the *Il4* gene (Fig. 4A, *red tracks 2 and 3*; *note different scales*) that overlaps with a large 5hmC peak identified by CMS-IP (Fig. 4A, *blue tracks 7 and 8*). 

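The deposited data for Gata3 comprised BS-seq of Th2 cells after the first cycle that carried Cas9 and an empty vector (mock) or the vector with either of 2 sgRNAs against Gata3 (sgGata3-1 and sgGata3-2), with 1 library each. There were no replicate libraries, so the tests compare libraries, not conditions. The 5mC + 5hmC levels of the 64 CpGs were computed from the counts of the authors as for the other Th2 cells. The median number of reads per CpG was 12574 in mock cells, 14441 with sgGata3-1 and 16946 with sgGata3-2, and the lowest at a CpG was 227. Each sgRNA was compared with mock at each CpG by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over the 64 CpGs. A CpG was called higher when, with each sgRNA, its adjusted p was under 0.05 and its level at least 10 points above mock.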

Retroviral transduction of a vector containing *Gata3* sgRNA into naïve T cells isolated from *Cas9* transgenic mice led to decreased expression of GATA3 and consequently to decreased expression of IL-4 in the differentiated Th2 cells (Fig. 4D, E), compared to cells transduced with empty vector. Gata3-depleted cells also showed a substantial increase in DNA methylation (5mC+5hmC) in *CNS1* as well in the vicinity of the intronic Gata3 site, extending from the end of exon 1 (*yellow bar*) into intron 1 (*green bar*) of the *Il4* gene (CpGs 27–29) (Fig. 4F). Thus, like many other transcription factors, GATA3 (and potentially other unidentified transcription factors; see the “Discussion” section) promote DNA demethylation by recruiting TET enzymes to the regions they occupy in the *Il4* gene.

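In CNS1 the mean 5mC + 5hmC level was 57.3% in mock cells, 69.4% with sgGata3-1 and 70.1% with sgGata3-2, a mean rise of 12.4 points ± 0.529 (SD, n = 2 sgRNAs), and 11 of its 17 CpGs were called higher. Over CpGs 3 to 8 the level rose from 41.7% to 58.8% and 61.1%, and all 6 were called. For CpGs 27 to 29 the mean was 33.5% in mock cells, 68.7% with sgGata3-1 and 65.3% with sgGata3-2, a mean rise of 33.5 points. CpG27 (position 53432007) had 43.9% (41.5% to 46.2%) in mock cells and 75.0% and 75.9% with the sgRNAs, and CpG28 had 26.6% (24.5% to 28.7%) and then 63.5% and 55.7%. CpG29 had the largest mean rise of the 64 CpGs, 35.8 points, from 30.1% (29.5% to 30.8%, 20143 reads) to 67.5% and 64.3%. The next largest outside CpGs 27 to 29 was at CpG31, with 23.4 points. Over the whole locus 27 of 64 CpGs were called higher and 0 lower. The level was higher with both sgRNAs at 60 CpGs and lower with both at 3. The alternative that moved this count most, Fisher's exact test without the minimum of 10 points, gave 57 CpGs, and a minimum of 5 points gave 38.

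**Figure D7:**
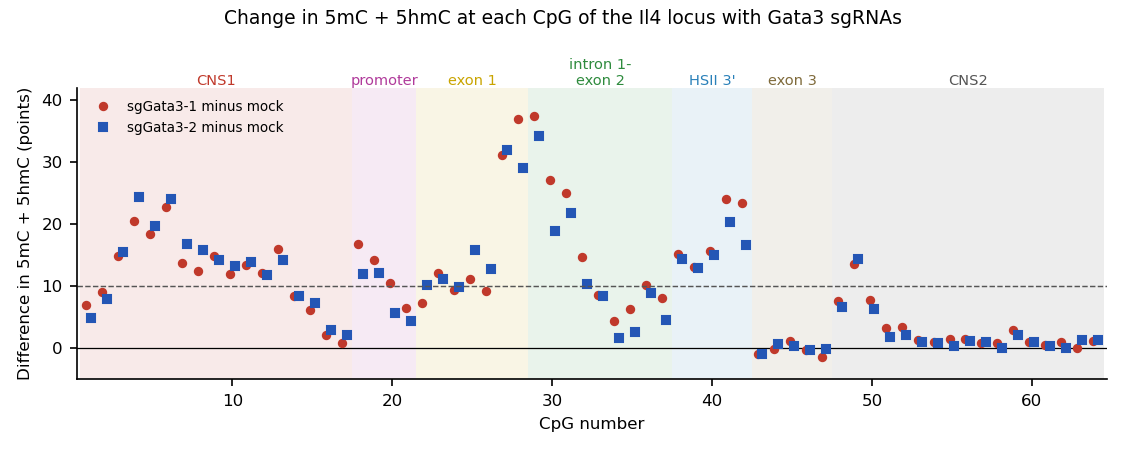
Difference in 5mC + 5hmC from mock (percentage points, y axis) at the 64 CpGs of the Il4 locus (x axis) with sgGata3-1 (circles) and sgGata3-2 (squares). The dashed line marks 10 points, and CpGs 27 to 29 rise most, by 31.6 to 35.8 points on average over the sgRNAs.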

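Over the 7 CpGs of exon 1 the level was 67.3% in mock cells, 84.1% with sgGata3-1 and 84.6% with sgGata3-2, and 4 were called higher (CpGs 23, 25, 27 and 28). In intron 1 and exon 2 it was 74.6%, 90.4% and 87.0%, with 4 of 9 called (CpGs 29 to 32). In the promoter it was 29.6%, 41.6% and 38.1%, with 2 of 4 called (CpGs 18 and 19). Exon 3 had 96.4%, 96.1% and 96.3%, a mean difference of -0.204 points, and 0 of its 5 CpGs were called. In CNS2 the mean rise was 2.67 points and 1 of 17 CpGs, CpG49, was called. From the GATA3 sites in Il4 and the higher methylation after its depletion, the paper concludes that GATA3 promotes DNA demethylation by recruiting TET enzymes to the regions it occupies, possibly along with other transcription factors.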

**Fig. 4:**
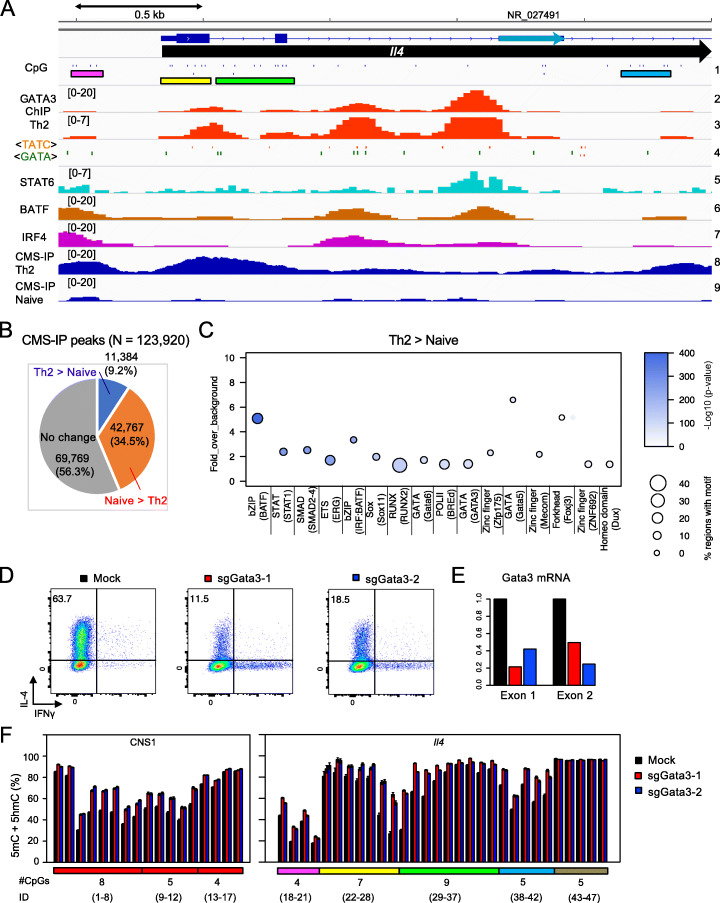
GATA3 is partly responsible for *Il4* locus demethylation. **A** Genome browser view of the 5′ half of the *Il4* gene. *Track 1*: CpGs are shown as short vertical blue lines. CpGs belonging to different amplicons are indicated by colored horizontal bars as in Fig. 1C [i.e., magenta bar for promoter CpGs, yellow bar for exon 1, green bar for intron 1-exon 2, etc.]. *Tracks 2 and 3*: GATA3 ChIP-seq profiles (GSE28292) at two different scales (0–20 and 0–7) in Th2 cells. *Track 4*: Positions of known GATA binding motifs (TATC and GATA). *Tracks 5–7*: ChIP-seq profiles for STAT6 (GSE22104), BATF (GSE85172), and IRF4 (GSE85172) in Th2 cells. *Tracks 8 and 9*: 5hmC profiles in Th2 and naïve CD4^+^ T cells respectively, determined by CMS-IP. Note the presence of 5hmC at regions occupied by transcription factors. The rightmost 5hmC/CMS-IP peak does not correspond to a region with GATA3, STAT6, BATF, or IRF4 occupancy. **B** Number of differentially hydroxymethylated regions (DhmRs) in naïve CD4^+^ T cells compared to Th2 cells. **C** Motif enrichment analysis of DhmRs that are enriched in Th2 cells compared to naïve T cells. The y axis indicates fold enrichment versus background, circle size indicates the percentage of regions containing the respective motif, and the color indicates the significance (-Log10 (p-value)). **D** Flow cytometry plots showing IL-4 and IFN-γ production by Th2 cells that were transduced with retroviral vectors encoding control or *Gata3* sgRNA. Data are representative of two independent experiments. **E** *Gata3* transcripts were quantified by qRT-PCR and normalized to *Gapdh* and then to the level of empty vector control. **F** A bar graph depicting the percentage of (5mC + 5hmC)/total C in 47 CpGs in the *Il4* locus in cells transduced/electroporated with control vs. *Gata3* sgRNA, as determined by BS-seq. Data are representative of two independent experiments

### The *Il4* gene is concordantly demethylated during Th2 cell differentiation

Since each cytosine in a CpG sequence in DNA is either modified or not, partial DNA methylation values actually represent averaged values of DNA modifications for all alleles in a population. Given that TET proteins are recruited to DNA by transcription factors, we asked whether demethylation was likely to be “concordant,” with closely spaced CpGs showing similar methylation/demethylation status [46]. To analyze such concordant methylation changes more precisely, we generated a methylation profile for each amplicon (Fig. 5A, B), in which each row corresponds to a single read (Fig. 5C). CpGs 3–8 in the *CNS1* enhancer and CpGs 25–31 in the exon 1/intron 1 enhancer which binds GATA3 [47] are fully methylated in naïve T cells (Fig. 2A) and become progressively demethylated with each cycle of Th2 differentiation (Fig. 5C).

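CpGs 3 to 8 had a mean level of 92.2% ± 1.17 (SD, n = 3) in naïve cells. After the first cycle it was 74.6% ± 8.01 (SD, n = 3) in the set of WT Th2 cells without a mutant line and 51.5% ± 9.87 (SD, n = 4) in the WT cells of the TET and TDG lines, and after the second cycle 16.0% ± 6.62 (SD, n = 4). For CpGs 25 to 31 the level was 93.4% ± 1.34 (SD, n = 2) in naïve cells, 67.2% ± 8.65 (SD, n = 3) and 57.0% ± 5.73 (SD, n = 4) in the same sets after the first cycle, and 30.7% ± 1.84 (SD, n = 4) after the second. From the first to the second cycle in the WT cells of the TET and TDG lines, CpGs 3 to 8 fell by 35.5 points and CpGs 25 to 31 fell by 26.3 points, and each of these 13 CpGs was called lower. These are means over reads. The profiles of single reads in Fig. 5C need reads that were not analysed here.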

**Fig. 5:**
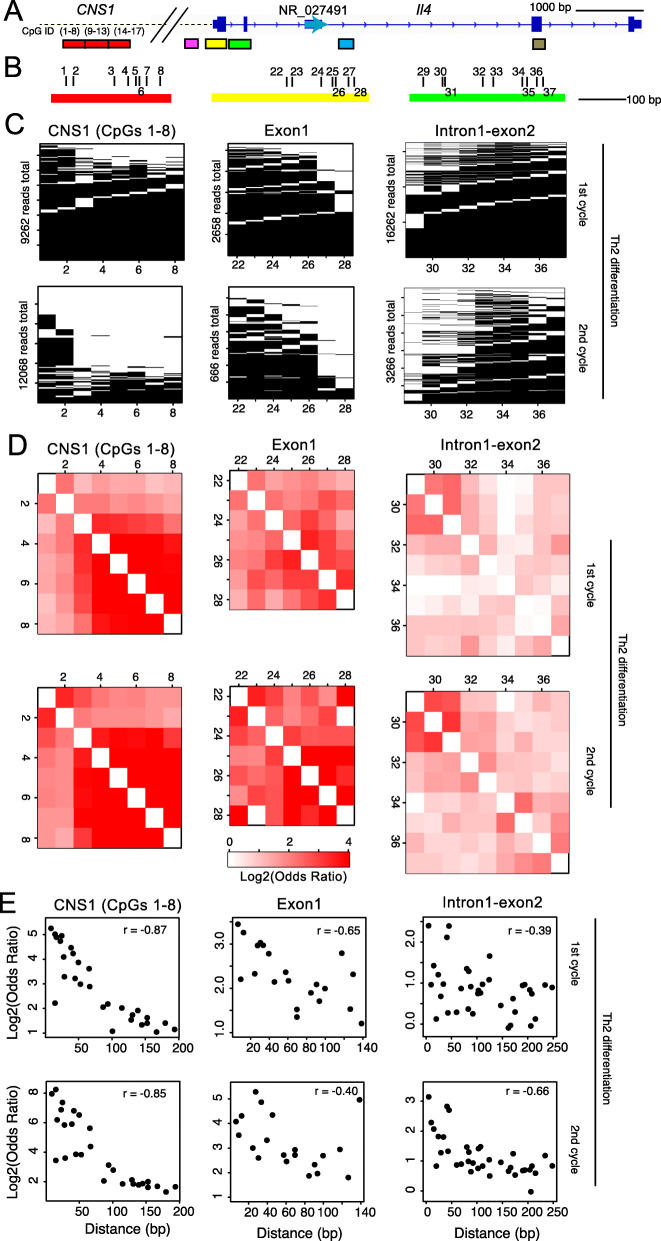
The *Il4* locus is concordantly demethylated during Th2 cell differentiation. **A** Genome browser view of part of the *Il4* locus, with amplicons indicated as in Fig. 1C. **B** Positions of CpGs in the first amplicon of *Il4 CNS1* (CpGs 1–8), and the amplicons for Exon 1 (CpGs 22–28) and Intron 1-Exon 2 (29–37). **C** Methylation profiles for *CNS1* (CpGs 1–8), Exon 1, and Intron 1-Exon 2 amplicons in Th2 cells after the first (*upper*) and second (*lower*) cycles of differentiation. Each row represents one read. Black indicates methylation (5mC + 5hmC) and white indicates the presence of unmodified C, 5fC, or 5caC at the indicated CpG. Note that demethylation occurs progressively between the first and second cycles of differentiation at all CpGs in the first amplicon of *Il4 CNS1* (CpGs 1–8), with the most extensive demethylation at CpGs 3–8; similarly, demethylation occurs progressively at the GATA3-binding intronic enhancer, with the most extensive demethylation occurring at CpGs 27–29 near the peak of GATA3 occupancy (see Fig. 4A). **D** Matrix showing odds ratio of any two CpGs as a measure of concordant modification in Th2 cells after the first (*upper*) and second (*lower*) cycles of differentiation. The brighter the red color, the more similar the methylation status of the CpGs being compared. The highest levels of concordant demethylation are observed at CpGs 3–8 of *Il4* CNS1, CpGs 25–28 of exon 1, and CpGs 29–31 of intron 1-exon 2. **E** For all possible pairs of CpGs, the odds ratio for a pair of CpGs is plotted against the distance between that pair of CpGs. Note that the odds Ratio (concordant methylation status) is higher the closer the CpGs

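In the first CNS1 amplicon, WT cells of the TET and TDG lines had 57.8% ± 6.30 (SD, n = 4) at CpG1 and 50.5% ± 5.28 (SD, n = 4) at CpG2 after the second cycle, down from 86.4% ± 2.28 (SD, n = 4) and 86.2% ± 4.19 (SD, n = 4) after the first. Both lay above each of CpGs 3 to 8. CpGs 27 to 29 went from 37.3% ± 7.78 (SD, n = 4) after the first cycle to 10.9% ± 2.61 (SD, n = 4) after the second. CpGs 32 to 37, farther into the intron 1 and exon 2 amplicon, went from 87.1% ± 1.19 (SD, n = 4) to 68.9% ± 4.38 (SD, n = 4).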

To determine whether pairs of CpGs influenced each other, we developed a method to quantify the extent of concordant methylation in an amplicon. We prepared a 2 × 2 contingency table and counted the numbers of reads in which two CpGs in an amplicon were both methylated (MM), both unmethylated (UU), or only one was methylated (UM or MU) (Additional file 1: Fig. S4A, *upper-right panel*); in this table, the odds ratio, calculated as MM times UU over UM times MU, is equal to zero, one, or infinity when a given CpG pair is demethylated exclusively, independently, or concordantly, respectively, and can be used as a quantitative estimate of concordant demethylation. The results are shown in a matrix for each amplicon (Fig. 5D; Additional file 1: Fig. S4B-E); to illustrate, CpGs 27 and 28 exhibited odds ratios of 9.6 and 19.9 after one and two cycles of differentiation, respectively (Fig. 5D; Additional file 1: Fig. S4D). The concordant methylation status, judged by the odds ratio, is higher the closer the distance between any given pair of CpGs; this is particularly obvious for *CNS1* and the exon 1-intron 1 region (Fig. 5E; Additional file 1: Fig. S4E).

### TDG-deficient mice show normal hematopoiesis

To evaluate the effect of *Tdg* deletion in T cell development, we generated *Tdg*^*fl/fl*^ *Cd4Cre Rosa26-H2B-EGFP/GPI-mCherry*^*LSL*^ mice in which loxP-flanked *Tdg* alleles (*Tdg*^*fl/fl*^) are deleted by Cre recombinase expressed from the T cell-specific *Cd4* promoter. Unlike *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ *Cd4Cre* (*Tet2/3 Cd4Cre DKO*) mice, which display decreased percentages of DP thymocytes as well as a relative increase in the frequency of CD4SP and CD8SP cells in the thymus [48], TDG-deficient mice showed normal thymocyte development (Fig. 6A, B); the efficiency of *Tdg* deletion was high, with *Tdg* mRNA levels at ~20% of control (Fig. 6C).

**Fig. 6:**
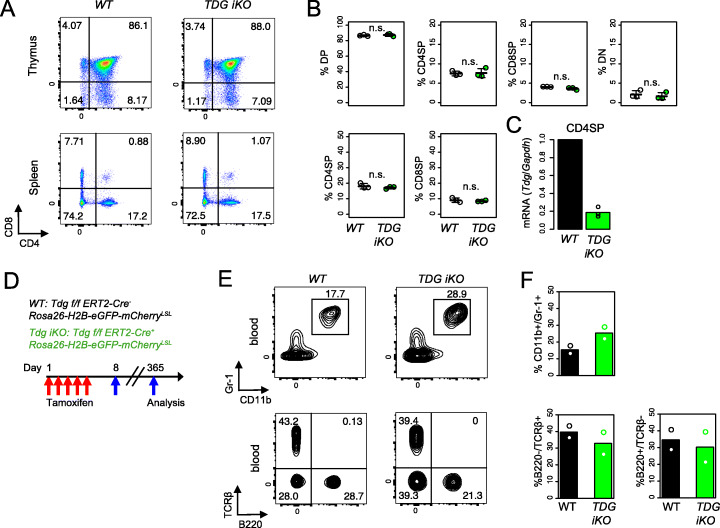
TDG-deficient mice show normal hematopoiesis. **A** Flow cytometry plots and **B** quantification of CD4 and CD8 in the thymus (*upper*) and spleen (*lower*) in *WT* (*n* = 3) and *TDG-KO* (*n* = 3) mice, in which *CD4Cre*-driven gene deletion was achieved. **C** CD4 single positive (SP) cells were isolated from the thymus. *Tdg* transcripts were quantified by qRT-PCR and normalized to *Gapdh* and then to the level of WT control. Data from three independent experiments with three technical replicates each. **D** Flowchart of experiments. **E** Flow cytometry plots and **F** quantification of CD11b, Gr-1, B220, and TCR β chain in cells in the peripheral blood of *WT* (*n* = 2) and *TDG iKO* (*n* = 2) mice. Statistical significance was calculated using an unpaired two-tailed t test

To assess the biological role of TDG in hematopoietic development and function, we monitored *Tdg*^*fl/fl*^ *Cre-ERT2* mice after tamoxifen treatment. Previously, we had showed that adult mice with conditional inactivation of *Tdg* are viable up until 3 months post-tamoxifen treatment [49], but longer survival had not been evaluated. While *Tet2*^*fl/fl*^ *Tet3*^*fl/fl*^ *Cre-ERT2* mice developed progressive leukocytosis characterized by massive expansion of myeloid-lineage cells as early as 3–7 weeks after tamoxifen injection [50], *Tdg*^*fl/fl*^ *Cre-ERT2* mice were healthy and showed only a slight (not significant) increase in the myeloid population (CD11b^+^ Gr-1^+^) with a slight (not significant) decline in T and B cells in the peripheral blood at 1 year after tamoxifen injection (Fig. 6D–F). Together, these results demonstrate that loss of TDG in hematopoietic-lineage cells does not lead to major alterations in the bone marrow and thymus or in hematopoietic differentiation or function.

## Discussion

More than 10 years after the first report of TET enzymatic activity [9], it is clear that the vast majority of dynamic DNA demethylation in mammalian cells is mediated through the ability of TET enzymes to oxidize 5mC [3, 11]. However, for most biological systems of cell activation and differentiation, the extent to which DNA demethylation occurs through passive replication-dependent dilution of oxidized methylcytosines versus excision of 5fC and 5caC by TDG has been unknown.

In this study, we examined the relative roles of TET proteins and TDG, both in T cells that proliferate during the course of Th2 and iTreg differentiation, and in fully differentiated, bone marrow-derived macrophages that arrest proliferation upon activation with LPS. For T cell differentiation, we chose to focus on *Il4*, a key cytokine produced by differentiated Th2 cells [51]; we and others had already identified the major enhancers and silencers that controlled the expression of this cytokine gene [31, 52], and we had previously used much cruder techniques to show that the *Il4* gene underwent progressive demethylation during Th2 differentiation [21]. For LPS-activated macrophages, we focused on selected genes in the vicinity of “latent” enhancers [22] that acquired 5hmC as well as both H3K4me1 and H3K27Ac within 6 h after activation with LPS. In both systems, TDG indeed excises 5fC and 5caC, but this process makes only a minor contribution (if any) to the differentiation and activation of these cells (Figs. 1, 2, and 3). Moreover, *Tdg*^*fl*/fl^ *Cre-ERT2* mice that were rendered acutely TDG-deficient by treatment with tamoxifen in vivo survived normally for over a year, with only minor hematological abnormalities and no obvious propensity to disease (Fig. 6). These observations, together with other reports showing that adult mice subjected to acute *Tdg* deletion in vivo remain viable, healthy, and fertile [49, 53], suggest that TDG has very specific rather than widespread effects on DNA demethylation and gene expression in vivo.

TDG is the only DNA glycosylase whose germline deletion results in embryonic lethality [54–57]. However, *Tdg*-deficient mouse embryos survive until embryonic day 11.5, well past the earliest stages of dynamic DNA demethylation in the zygote and preimplantation blastocyst [58, 59]. In fact, zygotic DNA demethylation in both the paternal and maternal pronuclei was shown to occur largely in a passive replication-dependent manner, involving dilution of Tet3-generated oxi-mC as well as Tet3-independent dilution of 5mC [60, 61], the latter potentially explained by the fact that the oocyte-specific splice variant of the maintenance DNA methyltransferase Dnmt1 (termed Dnmt1o) is sequestered in the cytoplasm in oocytes and early embryos [62]. Even in mouse zygotes, however, some DNA demethylation occurred via an active, replication-independent process that was not blocked by aphidicolin [60, 61]. Curiously, however, this process of active demethylation—which required Tet3—did not appear to require TDG, suggesting the participation of other biochemical pathways for effecting DNA demethylation by removing oxi-mCs.

Nevertheless, based on the increase in 5fC and 5caC and DNA methylation (5mC+5hmC) in numerous *Tdg*-deficient cell types in mice—embryonic stem cells [40, 63–66], embryos and embryonic fibroblasts [53, 55, 56], maternal and paternal pronuclei in the zygote [6, 60, 67], brain [68], and immune cells [this study]—TDG clearly does excise these oxi-mC bases in vivo. Only in a few cases—for instance, the retinoic acid-induced upregulation of the *Hic1* gene in mouse embryonic fibroblasts [53] and upregulation of the genes encoding the miR-200 microRNA family during somatic cell reprogramming with the 3 Yamanaka factors *Oct4*, *Sox2*, and *Klf4* [39]—were both gene expression and DNA methylation status shown to be sensitive to the loss of TDG. Thus, despite the demonstration of TET-TDG interaction and the elegant biochemical reconstitution of DNA demethylation in vitro by TET, TDG, and enzymes required for base excision repair [69], TDG does not appear to be required in vivo either for the intensively studied process of zygotic DNA demethylation or for the somatic cell activation and differentiation in T cells and macrophages that we have examined here.

In contrast, numerous studies have shown that DNA demethylation and gene expression are linked to TET activity and that TET proteins are recruited by transcription factors to promoters, enhancers, and other regions that undergo demethylation [23, 35, 70–72]. In line with this conclusion, we show here that CRISPR-mediated depletion of GATA3, a transcription factor essential for Th2 differentiation, results in increased DNA methylation around a well-established GATA3 binding site in the first intron of the *Il4* gene (Fig. 4). However, we did not observe co-immunoprecipitation of GATA3 and TET2 (*not shown*). In a breast cancer cell line, TET2 was reported as a component of the estrogen receptor (ER)/GATA3 complex and was shown to be recruited in a GATA3-dependent manner [73]. Direct co-immunoprecipitation of GATA3 and TET2 was not tested in this study; however, TET2 was recruited to target sites by forced expression of a mutant GATA3, indicating that GATA3 may contribute indirectly to recruitment of TET2 to DNA.

We also identified a region (HSII 3′ region) in the second intron of the *Il4* gene that became demethylated during Th2 differentiation, in a manner unaffected by the loss of either TET or TDG (Fig. 1). 

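At the single CpGs of the 3′ region of HSII, TET iTKO cells after the second cycle had 51.5% ± 4.22 (SD, n = 2) at CpG38, 26.4% ± 4.07 (SD, n = 2) at CpG39, 50.7% ± 1.85 (SD, n = 2) at CpG40, 33.6% ± 6.63 (SD, n = 2) at CpG41 and 40.3% ± 3.22 (SD, n = 2) at CpG42. TET WT cells had 39.5% ± 3.87 (SD, n = 2), 22.3% ± 2.45 (SD, n = 2), 42.2% ± 4.86 (SD, n = 2), 28.9% ± 2.65 (SD, n = 2) and 37.5% ± 4.95 (SD, n = 2) at these CpGs in the same order.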

The mechanism of TET-independent demethylation of this HSII region is not yet understood. It seems unlikely that the estimated ~2-fold decrease in DNMT1 expression in *TET iTKO* compared to WT Th2 cells accounts for specific TET-independent demethylation of only the 5 CpGs present in this region. The HSII 3′ region overlapped partially with a region enriched for 5hmC in Th2 cells (Fig. 4A), suggesting that it might be bound by a different transcription factor that recruited TET proteins. There was no apparent binding of GATA3 to this region (Fig. 4A), but its methylation level was somewhat increased by GATA3 depletion (Fig. 4D–F). 

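In the BS-seq data with Gata3 sgRNA, CpGs 38 to 42 had a mean 5mC + 5hmC level of 62.5% in mock cells, 80.8% with sgGata3-1 and 78.4% with sgGata3-2. The mean rise over both sgRNAs was 17.1 points, it ranged from 13.0 to 22.2 points among the CpGs, and 5 of 5 were called higher.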

The region also lies 3′ of a non-coding RNA, NR_027491, located in the *Il4* second intron (shown as a blue bar within intron 2 of the *Il4* gene in Fig. 4A). Thus, DNMT1 may be excluded from the DNase HSII 3′ region either because the region is bound by the unidentified transcription factor, or alternatively, because of the presence of the adjacent annotated non-coding RNA, NR_027491. Indeed, there are many reports showing that non-coding transcripts can interact with chromatin modifiers and promote or inhibit their recruitment to target DNA [74]. Particularly, DNMT1 can be inhibited by non-coding RNAs via direct binding in several cell lines [75–77]. In addition, genetic deletion of the *Dnmt1* gene results in decreased methylation levels at the *Il4* promoter and the *Il4 CNS1* region even in CD8^+^ T cells [78].

Conventional whole-genome bisulfite sequencing can provide information on the proportion of methylated cytosine (5mC + 5hmC) at each CpG that is covered by a sufficient number of reads (5–15x coverage) [79]; however, it is not straightforward to analyze how DNA methylation at any given CpG relates to methylation at adjacent CpGs. This point is important to understand because even with the same methylation rate (e.g., 50%), whether demethylation occurs exclusively, randomly, or concordantly (Additional file 1: Fig. S4A, *left panels*) could affect the biological output. For example, some regions display different DNA methylation patterns between normal and cancer tissues in the context of concordance, but the same average methylation level [80]. In this study, we successfully quantified the degree of concordant demethylation by using odds ratio with short PCR amplicon-based analysis of the *Il4* gene. We found that the closer the distance, the more concordant demethylation occurred and that there were “blocks” within which concordant demethylation was observed (Fig. 5D). Our analysis provides direct evidence that changes in epigenetic modification are actually occurring concordantly. This odds ratio-based analysis would also be useful for analyzing data from long-read DNA methylation sequencing [81].

DNA methylation levels at promoters show a clear inverse correlation with gene expression, but there has been some controversy about whether promoter demethylation causes or follows increased gene expression. The arguments for DNA demethylation being driven by transcription factors and gene transcription have been persuasively summarized [29, 30]. On the other hand, many studies—including those that have targeted TET proteins to specific genomic regions using inactive Cas9 proteins—have concluded that DNA demethylation can activate gene expression. Our explanation for this paradox is that TET-dependent demethylation enhances target expression and provides a positive feedback loop in which initial binding of transcription factors to an enhancer region promotes recruitment of TET proteins as well as chromatin remodeling complexes, which in turn increase the accessibility of the region for binding of more and/or additional transcription factors, which promotes more TET recruitment and more DNA demethylation. To illustrate, in *TET iTKO* Th2 cells, we observed a marked decrease in IL-4 expression; however, these cells were still capable of producing significant amounts of IL-4. This result suggests that TET proteins are not necessary for the initial activation of the *Il4* gene but rather promote optimal expression of IL-4. A likely mechanism would be as follows: first, GATA3 remodels and activates the *Il4* gene; second, demethylation is induced as a consequence in a TET-dependent manner in most regions except the HSII 3′ region; third, demethylation enhances IL-4 expression and Th2 cells achieve optimal IL-4 expression.

## Conclusions

Based on these data, we conclude that TDG has a minor role in active replication-independent DNA demethylation, both during Th2 differentiation and macrophage activation. DNA demethylation during Th2 differentiation occurs mainly through passive replication-dependent dilution of all three oxidized methylcytosines, with only a negligible contribution from TDG. In an independent system that does not involve cell division, macrophages treated with LPS for 6 h accumulate 5hmC at enhancers and show altered gene expression without DNA demethylation; loss of TET enzymes disrupts gene expression, but loss of TDG has no effect. Our study complements and corroborates previous studies in other biological systems, showing that DNA methylation in somatic cells is almost invariably removed through a TET-dependent process of “passive” DNA demethylation, in which active excision of 5fC and 5caC by TDG has only a marginal role.

## Methods

### Mice

*Tet1*^fl/fl^, *Tet2*^fl/fl^, and *Tet3*^fl/fl^ (Tet triple floxed) mice were generated as previously described [82]. *Tdg*^fl/fl^ mice were generated as previously described [83]. C57BL/6J (000664), *Ubc-CreERT2* (008085; located at Ndor1 locus; described as *CreERT2* herein), *Rosa26-EYFP*^*LSL*^ (006148), *Rosa26-H2B-EGFP/GPI-mCherry*^*LSL*^ (021847), and *Rosa26-Cas9* (028555) were obtained from the Jackson Laboratory. The LSL (LoxP-STOP-LoxP) cassette in *Rosa26-EYFP*^*LSL*^ or *Rosa26-H2B-EGFP/GPI-mCherry*^*LSL*^ mice contains a strong transcriptional stop flanked by two LoxP sites and was used as an indicator of the Cre activity. All mice used were 8 to 16 weeks in the C57BL/6 background and kept in a specific pathogen-free animal facility at La Jolla Institute and were used according to protocols approved by the Institutional Animal Care and Use Committee. To induce *CreERT2*-mediated deletion, we intraperitoneally injected Cre-expressing and control mice with 2 mg of tamoxifen (Sigma) dissolved in 100 μl of corn oil (Sigma). The extent of deletion of the floxed exons of *Tet1*, *Tet2*, *Tet3*, and *Tdg*, measured by qRT-PCR after 1 cycle of Th2 differentiation, was 96%, 80%, 96%, and 92%, respectively.

### Flow cytometry and FACS

The antibodies used for naive CD4^+^ T cell staining from the spleen and lymph nodes were BV421-conjugated anti-CD4 mAb (GK1.5; BioLegend), APC-conjugated anti-CD62L mAb (MEL-14; BioLegend), PE-conjugated anti-CD44 mAb (IM7; BioLegend), and PECy5-conjugated anti-CD25 mAb (PC61; eBioscience). The antibodies used for intracellular staining were BV421 or AF700-conjugated anti-CD4 mAb (GK1.5; BioLegend), APC-conjugated anti-IL-4 (11B11; eBioscience), PE-conjugated anti-IFN-γ (XMG1.2; BioLegend), AF647-conjugated anti-GATA3 (L50-823; BD Pharmingen), and PE-conjugated anti-Foxp3 (FJK-16s; eBioscience). The antibodies used for surface staining of thymocytes and splenocytes were BV421-conjugated anti-CD4 mAb and AF700-conjugated anti-CD8a mAb (53-6.7; BioLegend). The antibodies used for surface staining of the peripheral blood were Pacific Blue-conjugated anti-Gr-1 mAb (RB6-8C5; BioLegend), PerCP/Cyanine5.5-conjugated anti-CD11b mAb (M1/70; BioLegend), APC-conjugated anti-B220 mAb (RA3-6B2; BioLegend), and PE-conjugated anti-TCR β chain mAb (H57-597; BioLegend). For cell surface staining, cells were stained in fluorescence-activated cell sorting (FACS) buffer (1% bovine serum albumin, 1 mM EDTA, and 0.05% sodium azide in PBS) with indicated antibodies for 30 min on ice. Cells were washed and then underwent flow cytometric analysis using FACS LSR II instrument (BD Biosciences), and the results were analyzed with the FlowJo software program (BD Biosciences).

### In vitro Th2 cell differentiation (1st and 2nd cycle), iTreg differentiation

Total CD4^+^ T cells were isolated with the EasySep Mouse CD4^+^ T cell isolation kit (STEMCELL Technologies, Canada) from the spleen and lymph nodes. Then, CD4^+^CD25^−^CD62L^hi^CD44^lo^ (EYFP^+^ or EGFP^+^ for *Rosa26-EYFP*^*LSL*^ and *Rosa26-H2B-EGFP/GPI-mCherry*^*LSL*^ mice, respectively) naive CD4^+^ T cells were FACS sorted. For Th2 polarization, naïve CD4^+^ T cells were stimulated with plate-bound anti-CD3 (clone 2C11) and anti-CD28 (clone 37.51) antibodies at 1 μg/ml in the presence of 1000 U/ml IL-4 and 1 μg/ml anti-IFN-γ, for 2 days. On day 3 of culture, cells were removed from TCR/CD28 costimulation conditions and expanded in the presence of 20 U/ml IL-2 for 4 days. For the 2nd cycle of the cultivation [84], Th2 cells differentiated for 6 days were washed and cultured under resting conditions (medium without any cytokine) for 1 day. Cells were harvested, counted, and plated at 10^6^ cells/ml for 2nd stimulation with plate-bound anti-CD3 (clone 2C11) and anti-CD28 (clone 37.51) antibodies at 1 μg/ml in the presence of 1000 U/ml IL-4 and 1 μg/ml anti-IFN-γ, for 1 day. On day 2 of the 2nd cycle, cells were removed from TCR/CD28 costimulation conditions and expanded in the presence of 20 U/ml IL-2 for 4 days. For iTreg differentiation, naïve CD4^+^ T cells were stimulated with plate-bound anti-CD3 (clone 2C11) and anti-CD28 (clone 37.51) antibodies at 1 μg/ml in the presence of 10 ng/ml recombinant human TGF-β (PeproTech) and 100 U/ml recombinant human IL-2 (rhIL-2). On day 3 of culture, cells were removed from TCR/CD28 costimulation conditions and expanded in the presence of 100 U/ml IL-2 for 2 days.

### Th2 cell differentiation and restimulation for assessing GATA3 protein stability

Differentiated Th2 cells were harvested, counted, and plated at 10^6^ cells/ml for 2nd stimulation with plate-bound anti-CD3 and anti-CD28 antibodies at 1 μg/ml in the presence of 1000 U/ml IL-4, 1 μg/ml anti-IFN-γ, and 2 μM 4-hydroxytamoxifen (4-HT) for 1 day. One day after restimulation, cells were removed from TCR/CD28 costimulation conditions and expanded in the presence of 20 U/ml IL-2 for 4 days. Five days after restimulation, GATA3 expression was examined by intracellular staining.

### In vitro iTreg cell differentiation and restimulation for assessing Foxp3 protein stability

Naive T cells were differentiated into iTreg cells with plate-bound anti-CD3 and anti-CD28 antibodies at 1 μg/ml in the presence of 2 ng/ml recombinant human TGF-β, 100 U/ml recombinant human IL-2, 100 nM RA (Sigma-Aldrich), and 100 μg/ml vitamin C (Sigma-Aldrich) [24]. For the restimulation experiments, iTreg cells differentiated for 6 days were harvested, counted, and plated at 0.8 × 10^6^ cells/ml for restimulation with plate-bound anti-CD3 at 50 ng/ml and anti-CD28 at 25 ng/ml in the presence of 2 μM 4-HT. One day after restimulation, cells were removed from TCR/CD28 costimulation conditions and expanded in the presence of 100 U/ml IL-2 for 2 days. Three days after restimulation, Foxp3 expression was examined by intracellular staining.

### Intracellular staining for IFN-γ and IL-4

On day 4 or 5 of in vitro culture, cells were restimulated for 4 h in the presence of 10 nM PMA (Calbiochem), 500 nM ionomycin (Calbiochem), and 2 μM Monensin. Harvested cells were fixed with 4% (wt/vol) paraformaldehyde (PFA) for 10 min at room temperature and permeabilized in a permeabilizing solution (50 mM NaCl, 5 mM EDTA, 0.02% NaN3, pH 7.5) containing 0.5% Triton X for 10 min on ice. After blocking with FACS buffer for 15 min, cells were incubated on ice for 30 min with appropriate staining antibodies. Cells were washed with FACS buffer at the end of each step. Flow cytometry was performed on a FACS LSR II instrument (BD Biosciences), and the results were analyzed with the FlowJo software program (BD Biosciences).

### Bone marrow-derived macrophage (BMDM) culture

The BMDMs were generated as described previously [85]. Femur, tibia, and iliac bones from the different mouse strains were flushed with DMEM, high glucose (GIBCO), and red blood cells were lysed using red blood cell lysis buffer (eBioscience). After counting, 10 million bone marrow cells were seeded per 10-cm non-tissue culture plates in DMEM high glucose (50%) with 20% FBS, 30% L929-cell-conditioned laboratory-made media (as source of M-CSF), and 100 U/ml penicillin/streptomycin+L-glutamine (GIBCO). After 4 days of differentiation, 20 ng/ml mouse M-CSF (Shenandoah Biotechnology) was added to the media. After an additional 2 days of culture, non-adherent cells were washed off with room temperature DMEM and macrophages were obtained as a homogeneous population of adherent cells which were scraped and subsequently seeded onto tissue culture-treated Petri dishes overnight in DMEM containing 20% FBS, 30% L929-cell-conditioned laboratory-made media, and 100 U/ml penicillin/streptomycin+L-glutamine. For KLA activation, macrophages were treated with 10 ng/ml KLA (Avanti Polar Lipids) for 6 h.

### RNA extraction, cDNA synthesis, and qRT-PCR

Total RNA was isolated with RNeasy Plus Kit (Qiagen, Germany) or with Trizol (Thermo Fisher Scientific, Waltham, MA, USA) following the manufacturers’ instructions. cDNA was synthesized using SuperScript II reverse transcriptase (Thermo Fisher Scientific), and qRT-PCR was performed using SYBR® Select Master Mix (Thermo Fisher Scientific) on a StepOnePlus Real-time PCR system (Thermo Fisher Scientific). Gene expression was normalized to Gapdh. Primers are listed in Table S1.

### Bisulfite sequencing (BS-seq)

Genomic DNA (gDNA) was isolated by PureLink Genomic DNA Mini Kit (Thermo Fisher Scientific). 0.5 μg of gDNA samples was treated with sodium BS (MethylCode Bisulfite Conversion kit; Invitrogen). We designed 5 primer pairs, which cover 30 CpGs (#18-47) within and around the *Il4* gene, as well as 6 primer pairs, which cover 34 CpGs in two conserved non-coding sequences (CNS), CNS1/HSS 3 (#1-17) and CNS2/site V (#48-64), and analyzed methylation status in naïve CD4 T cells as well as Th2 cells from WT, *TET iTKO*, and *TDG iKO* cells after 1 and 2 cycles of differentiation. We also designed 7 primer pairs, which cover 35 CpGs within the 7 latent enhancers in BMDMs. PCR primers (Table S1) were designed using MethPrimer (http://www.urogene.org/methprimer). The PCR amplicons were generated using the PyroMark PCR kit (QIAGEN) and quantified using Qubit assays (Invitrogen). PCR amplicons were pooled and then used for library preparation using NEB Next DNA Library Modules for Illumina platform (New England Biolabs, Inc.). The final libraries were quantified using the KAPA library quantification kit for Illumina (KAPA Biosystems) and sequenced on Miseq (250 bp, paired end; Illumina) or NovaSeq 6000 (150 bp, paired end; Illumina). The data are based on more than hundreds of sequence reads per amplicon, and a rigorous statistical analysis of 5mC/5hmC (detected as C) and C/5fC/5caC (detected as T) levels was performed as described in the section following the next one. BS conversion efficiency assessed by non-CpG sites is shown in Table S2.

### Pyridine borane sequencing (PB-seq)

One hundred nanograms of gDNA in 35 μl of water were reduced in a 50-μl reaction containing 600 mM sodium acetate solution (pH = 4.3) and 1 M pyridine borane (SIGMA or Alfa Aesar) for 16 h at 37°C and 850 rpm in Eppendorf ThermoMixer [37]. The product was purified by PureLink Genomic DNA Mini Kit (Thermo Fisher Scientific). PCR, library preparation, and sequencing were performed as described in the section above. The data are based on more than hundreds of sequence reads per amplicon, and a rigorous statistical analysis of C/5mC/5hmC (detected as C) and 5fC/5caC (detected as T) levels was performed as described in the following section. PB conversion efficiency assessed by spike-in control is shown in Table S3.

### BS-seq and PB-seq data analysis

The BS and PB reads were mapped to mouse genome mm9 using the BSMAP mapping tool [86]. The mapping was done using the paired end datasets with the following parameter values: -p 4 -w 2 -v 5 -q 30 for BS-seq, and -p 4 -w 2 -v 0 -q 30 for PB-seq. For each of the samples, the number of reads in which each cytosine within the amplicons was converted into thymine was counted. For BS-seq, these counts were used to calculate the proportions for each cytosine to be nonmethylated/formylated/carboxylated (T) or methylated/hydroxymethylated (C). For PB-seq, to compensate redundant reads derived from the opposite strand, the number of reads standing for nonmethylated/methylated/hydroxymethylated (C) was multiplied by 0.5, and the proportions for each cytosine to be formylated/carboxylated (T) was calculated. The confidence interval of the proportions was determined based on the model of a binomial distribution. For the concordant analysis, numbers of reads in which two CpGs in an amplicon are both methylated (MM), both unmethylated (UU), or one unmethylated but the other methylated (UM or MU) were counted. The odds ratio was calculated as MM times UU over UM times MU.

### Genome-wide 5hmC mapping by CMS-IP

CMS-IP was performed essentially as previously described [42]. Briefly, genomic DNA isolated from CD4^+^ T cells or BMDMs was spiked with unmethylated lambda phage cI857 Sam7 DNA (Promega, Madison, WI, USA) at a ratio of 200:1. DNA (5 to 10 μg in 130 μl tris-EDTA buffer) was sheared with a Covaris E220 using microTUBE for 4 min. DNA was cleaned up with Ampure XP beads, processed with NEBNext End Repair and A-tail Modules (NEB, Ipswich, MA, USA), and ligated to methylated Illumina adaptors (NEB). DNA was then bisulfite-treated (MethylCode, Thermo Fisher Scientific), denatured, and immunoprecipitated with anti-CMS serum (in-house) and a mixture of protein A and G Dynabeads (Thermo Fisher Scientific). Libraries for immunoprecipitated DNA were generated by PCR with barcoded primers (NEBNext Multiplex Oligos for Illumina; NEB) for 15 cycles using KAPA HiFi HotStart Uracil+ ReadyMix (Roche), followed by a cleanup with Ampure XP beads (Beckman Coulter), and sequenced with a HiSeq 2500 (Illumina, San Diego, CA, USA) with paired-end 50-bp reads. Reads were mapped to mouse genome assembly version of July 2007 (NCBI37/mm9) using the BSMAP mapping tool. The mapping was done using the paired end datasets with the following parameter values: -p 8 -w 100 -v 5. Enriched regions relative to input DNA were detected using the “findPeaks” routine in HOMER [87] with the “histone” mode and default parameter values. Differentially hydroxymethylated regions (DhmRs) were detected using the “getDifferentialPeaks” routine in HOMER.

### RNA-seq

Total RNA was isolated with a combination of RNeasy Plus Kit (Qiagen, Germany) and Trizol (Thermo Fisher Scientific, Waltham, MA, USA) following the manufacturers’ instructions. The integrity of the RNA was accessed with TapeStation RNA analysis ScreenTape (Agilent). Libraries were prepared using the NEBNext® Ultra II Directional RNA Library Prep Kit for Illumina (NEB). The starting RNA material was 200 ng. Briefly, polyA+ RNAs were selected with magnetic beads, the RNA was fragmented and cDNA was synthesized. After A-tailing and adaptor ligation, libraries were generated by amplifying the cDNA for 10–12 cycles and purified with Ampure XP beads. Libraries were sequenced on an Illumina HiSeq 2500 or NovaSeq 6000 with pair-end 50-bp reads. RNA-seq data were aligned to the mouse reference genome (mm9) by Hisat2 [88]. Gene expression was summarized by HTSeq-counts [89]. The DESeq2 package v1.30.0 [90] was used to normalize the raw counts and identify differentially expressed genes (adjusted P-value < 0.05).

### Retroviral transduction for sgRNA-mediated gene deletion

MSCV-pU6-(BbsI)-CcdB-(BbsI)-Pgk-Puro-T2A-BFP was purchased from Addgene (86457). sgRNA for the *Gata3* gene was designed as previously described [91] and cloned into the plasmid. Retrovirus was produced by transfecting PlatE cells with murine stem cell virus–based retroviral vectors and pCL-Eco. Naïve CD4^+^ T cells from Rosa26-Cas9 mice were stimulated with plate-bound anti-CD3 (clone 2C11) and anti-CD28 (clone 37.51) antibodies at 1 μg/ml in the presence of 1000 U/ml IL-4, 1 μg/ml anti-IFN-γ, at 1 × 10^6^ cells/ml for 24 h. Retrovirus was added to the cells in the presence of 20 mM Hepes and Polybrene (0.8 μg/ml; Millipore) and centrifuged at 2000 rpm at 32°C for 90 min. Cells were stimulated with plate-bound anti-CD3 and anti-CD28 antibodies at 1 μg/ml in the presence of 1000 U/ml IL-4 for another 24 h. On day 3 of culture, cells were removed from TCR/CD28 costimulation conditions and expanded in the presence of 20 U/ml IL-2 for 3 days. On day 6 of the culture, CD4^+^GFP^+^EBFP^+^ cells were sorted for qRT-PCR or BS-seq.

### Immunoblotting

Proteins isolated from T cells or BMDMs with radioimmunoprecipitation assay (RIPA) buffer and 140 U/ml Benzonase (Merck Millipore) were resolved using NuPAGE 4 to 12% bis-tris gel (Thermo Fisher Scientific) and transferred from gel to polyvinylidene difluoride membrane using Wet/Tank Blotting Systems (Bio-Rad). Membrane was blocked with 5% nonfat milk (Bob’s Red Mill) in TBS-T buffer [50 mM tris-HCl (pH 7.4), 150 mM NaCl, and 0.05% Tween 20] and incubated with indicated primary antibodies, followed by secondary antibodies conjugated with horseradish peroxidase (HRP), and the signal was detected with enhanced chemiluminescence reagents and x-ray film. The antibodies used for immunoblotting were anti-Dnmt1 Ab (ab19905; Abcam), HRP-conjugated anti-β-Actin Ab (#5125S; Cell Signaling), anti-Uhrf1 mAb (D6G8E; Cell Signaling), and HRP-conjugated anti-Rabbit IgG Ab (#7074; Cell Signaling).

### Statistical analyses

Statistical analyses and bar plots were performed and plotted with R (v3.6.1). Most experiments were analyzed using a two-tailed unpaired t-test, as indicated in the figure legends unless otherwise stated. The confidence interval of the proportions was determined based on the model of a binomial distribution.

## Supplementary Information

**Additional file 1: Supplementary Figures S1-S4.**

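The bisulfite primers of Table S1 match genomic DNA in which every C outside CpG has been read as T, and each pair found a single place in the stretches of the genome around these genes that were searched. The first CNS1 amplicon, with forward primer ATTAGGTTGAGTGTTTTGATTATGG and reverse primer TCATAAAACCCTCCCTAACTACC, is 249 bp long, from 53440552 to 53440800 on chromosome 11, and carries CpGs 1 to 8. The amplicon of intron 1 and exon 2, with forward primer AGATATTTAGGTGATATTGTTGGGG and reverse primer ACCTCCAAAATATACCACAACAAAC, is 319 bp long and carries CpGs 29 to 37. The amplicon of the 3′ region of HSII, with TTTTTGTTTTTGGTTGTAATTTTGT and AAAAACCAAACTATACCTTTAATCC, is 198 bp long and its unconverted sequence is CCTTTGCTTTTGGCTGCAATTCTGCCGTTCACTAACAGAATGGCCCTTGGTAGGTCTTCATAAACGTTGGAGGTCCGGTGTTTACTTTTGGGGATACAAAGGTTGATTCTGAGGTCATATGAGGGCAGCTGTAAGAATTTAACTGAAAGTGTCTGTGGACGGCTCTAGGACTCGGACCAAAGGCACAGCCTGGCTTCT.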

**Additional file 2: Table S1.** Primer sequences used for various PCR-based analyses.

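Table S2 takes cytosines outside CpG as unmethylated, so that the fraction of them read as T after bisulfite treatment measures how complete the conversion was. A C that failed to convert would be counted as 5mC or 5hmC. In the deposited counts this fraction was between 0.997 and 0.9985 over the 30 samples that the table lists.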

**Additional file 3: Table S2.** BS conversion efficiency assessed by non-CpG sites.

**Additional file 4: Table S3.** Pyridine Borane conversion efficiency assessed by spike-in control.

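The spike-in measures which part of a modified C that should react with pyridine borane is read as T. A conversion below 1 lowers the 5fC + 5caC level by the same factor in all CpGs of a library. The PB-seq levels computed from the deposited counts were not divided by it, because the table does not say which entries belong to ERT2-Cre and which to CD4-Cre. When the mean difference in CNS1 between TDG-deleted and WT cells was divided by the lower or the higher entry, it was 4.27 or 3.32 points.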

**Additional file 5.** Review history.

## Data Availability

All genome-wide sequencing datasets have been deposited to Gene Expression Omnibus (GEO) repository, accession number GSE59213 [92] and GSE163895 [93].

# Supplementary material for: Roles of TET and TDG in DNA demethylation in proliferating and non-proliferating immune cells
**Source:** Genome Biol. 2021 Jun 22;22:186. doi: 10.1186/s13059-021-02384-1
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Figures S1-S4.

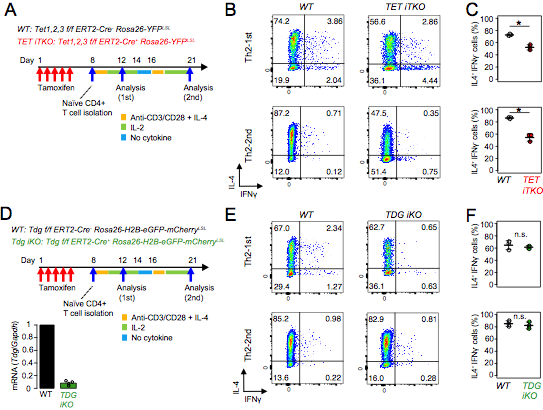

**Figure S1.** **TET enzymes are important, but TDG is dispensable, for IL-4 production by Th2 cells and** **Foxp3 expression by iTreg cells**

(**A**) Flowchart of experiments with *WT* and *TET iTKO* Th2 cells. (**B**) Flow cytometry plots and (**C**) quantification of IL-4 production by Th2 cells from *WT* (n = 3) and *TET iTKO* (n = 3) mice. TET deficiency results in decreased IL-4 production after both the first and second cycles (adapted from Fig. 1B) of Th2 differentiation. (**D**) Flowchart of experiments with *WT* and *TDG iKO* Th2 cells. (**E**) Flow cytometry plots and (**F**) quantification of IL-4 production by Th2 cells from *WT* (n = 3) and *TDG iKO* (n = 3) mice. TDG deficiency has no effect on IL-4 production after either the first or second cycle (adapted from Fig. 1B) of Th2 differentiation. (**G**) Flowchart of experiments with *WT* vs. *TDG iKO* or *WT* vs. *TET iTKO* Th2 cells, performed after two cycles of differentiation. 4-hydroxytamoxifen (4-HT) was added during restimulation. (**H**) Flow cytometry plots (upper) and quantification of GATA3 mean fluorescence intensity (MFI) (lower) in *WT* (n = 2) vs. *TDG iKO* (n = 2) or *WT* (n = 2) vs. *TET iTKO* (n = 2). (**I**) Flowchart of experiments with *WT* and *TDG iKO* iTreg cells, performed after one cycle of differentiation. (**J**) Flow cytometry plots and (**K**) quantification of Foxp3-expressing iTreg cells induced by IL-2 and the indicated concentrations of TGF-β in *WT* (n = 3) and *TDG iKO* (n = 3) mice. TDG deficiency has no effect on Foxp3 expression by iTreg cells. (**L**) Flowchart of experiments with *WT* and *TDG iKO* iTreg cells, performed three days after restimulation. (**M**) Flow cytometry plots (left) and quantification of Foxp3 MFI (right) in *WT* (n = 2) vs. *TDG iKO* (n = 2) mice. (**N**) *Left*, Analysis of cell proliferation by CTV dilution in differentiating naïve T cells from *WT* (*black*) vs. *TET iTKO* (*red*) Th2 cells. *Right*, Percentages of IL-4-producing cells in each population (divisions 1 to 5) are shown. Data are representative of two independent experiments. (**O**) Bar graphs show the percentage of (5mC + 5hmC)/total C in 17 CpGs in the *Il4* *CNS2* (HSV) region with confidence intervals (CIs) in *WT* vs. *TET iTKO* (*left*), or *WT* vs. *TDG iKO* (*right*), as determined by BS-seq. Results for naïve CD4^+^ T cells and Th2 cells after two differentiation cycles are shown. Data are representative of two independent experiments. 

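At the 5′ edge of CNS2, CpGs 48 to 51 had 26.4% ± 0.410 (SD, n = 2) in TET WT and 39.5% ± 0.259 (SD, n = 2) in TET iTKO cells after the first cycle, and 15.7% ± 0.752 (SD, n = 2) and 35.2% ± 0.292 (SD, n = 2) after the second. Of 14 CNS2 CpGs tested, CpGs 49 and 51 were called higher in TET iTKO cells after the first cycle and 5 after the second. CpGs 52 to 61 had 0.353% ± 0.0371 (SD, n = 2) in TET WT and 1.91% ± 1.22 (SD, n = 2) in TET iTKO cells after the second cycle. CpG58 among them had 0.0868% ± 0.123 (SD, n = 2) and 3.01% ± 3.31 (SD, n = 2), with a spread between the TET iTKO libraries as large as the difference. At the 3′ edge, CpG63 had 3.60% ± 2.86 (SD, n = 2) in TET WT cells and 26.2% in TET iTKO replicate 2 after the first cycle, and 0.464% ± 0.346 (SD, n = 2) and 20.5% after the second. The other TET iTKO library had 39 and 69 reads there, so CpG63 was not tested. In the TDG line CpGs 48 to 51 had 15.6% ± 1.40 (SD, n = 2) in WT and 17.4% ± 0.157 (SD, n = 2) in TDG iKO cells after the second cycle. None of 17 CNS2 CpGs was called, and 0 had an unadjusted p under 0.05.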

TET deficiency impairs DNA demethylation of CpGs at the edges of *CNS2*, whereas TDG deficiency has no effect. (**P**) Flowchart of experiments with *WT* vs. *TDG iKO* or *WT* vs. *TET iTKO* Th2 cells, performed after one cycle of differentiation. (**Q**) Immunoblotting of whole-cell lysates with indicated antibodies. β-Actin was used as loading control. Statistical significance was calculated using unpaired two-tailed t test. **p* < 0.05.

**Figure S2. TDG deficiency does not affect gene expression in Th2 cells, and genomic distribution of** **5hmC in WT Th2 cells (related to Figures 1 and 2)**

(**A**) MA-plot depicts gene expression levels in *WT* vs. *TDG iKO* Th2 cells, as determined by RNA-seq. There is no change in gene expression in *TDG iKO* cells compared to *WT*. (**B**) *Left* and *middle*, Pie charts showing the overall enrichment of 5hmC-containing regions in different genomic contexts – transposable elements (LINEs, SINEs and LTRs), intergenic regions and gene-associated regions (promoters, exons and introns) – in Th2 cells compared to their representation in the mm9 genome (log2 ratios of observed over their representation in the genome).

**Figure S3.** **LPS stimulation of BMDMs induces 5hmC deposition at the *Il1b* and *Il6* enhancers (related to Figure 3)**

(**A**, **B**) LPS induces 5hmC deposition in BMDMs at intergenic latent enhancers in the vicinity of the *Il1b* (**A**) or *Il6* (**B**) genes. For the *Il1b* gene, the right-most latent enhancer was selected for further analysis. (**C**) MA-plot depicts gene expression levels in *WT* vs. *TET iTKO* (*left*) or *WT* vs. *TDG iKO* (*right*) BMDMs after stimulation with LPS for 6 h. (**D**) *Batf*, *Il1b*, *Il6*, *Tet1*, *Tet2*, *Tet3*, and *Tdg* transcripts were quantified by qRT-PCR and normalized to *Gapdh* and then to the level of WT control. Representative data of two independent experiments with three technical replicates. (**E**) Bar graphs show the percentages of (5fC + 5caC)/total C in 7 selected CpGs that can be analyzed by 50 bp pair-end reads in enhancers close to the *Batf*, *Mdfic*, *Il1b*, and *Il6* genes, in *WT* vs. *TDG iKO* BMDMs, as determined by PB-seq. Data are representative of two independent experiments.

**Figure S4.** **The *Il4* locus is concordantly demethylated during Th2 cell differentiation (related to Figure 5)**

(**A**) *Left*, Calculation of concordant demethylation for a given CpG pair (X and Y). Filled and empty circles represent methylated and unmethylated CpGs, respectively. Rows represent methylation patterns of each sequencing read. Three extreme examples are shown: fully exclusive (*left*), random (*middle*), and fully concordant (*right*). *Upper* *right*, A 2x2 contingency table showing numbers of reads in which two CpGs in an amplicon are both methylated (MM), both unmethylated (UU), or one unmethylated but the other methylated (UM or MU). In this table, the Odds ratio (OR) is calculated as MM times UU over UM times MU. The Odds ratio is equal to zero, one, and infinity when a given CpG pair is demethylated exclusively, independently, or concordantly, respectively. *Lower* *right*, Genome browser view of part of the *Il4* locus, with amplicons indicated as in **Fig. 1C**. (**B**) Positions of CpGs in the indicated amplicons: *Il4* *CNS1* (CpGs 9-13), *Il4* *CNS1* (CpGs 14-17), *Il4* *CNS2* (CpGs 48-51), promoter, HSII-3’, and Exon 3. (**C**) Methylation profiles for the indicated amplicons in Th2 cells after the first (*upper*) and second (*lower*) cycles of differentiation. Each row represents one read. Black indicates methylation (5mC+5hmC) and white indicates the presence of unmodified C, 5fC or 5caC at the indicated CpG. (**D**) Matrix showing Odds ratio of any two CpGs as a measure of concordant modification in Th2 cells after the first (*upper*) and second (*lower*) cycles of differentiation. The brighter the red colour, the more similar the methylation status of the CpGs being compared. (**E**) For all possible pairs of CpGs, the Odds ratio for a pair of CpGs is plotted against the distance between that pair of CpGs.

How the deposited data were processed for this re-analysis (not part of the article)

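The data were those deposited with the article for amplicon sequencing: 33 BS-seq, 6 PB-seq and 2 TAPS samples, 41 in all, from 34 libraries. Of the BS-seq samples, 27 covered the Il4 locus in naïve CD4+ T cells and Th2 cells and 6 covered enhancers in BMDMs at 0, 6 and 24 h of stimulation. Conditions were taken from the sample labels and the paper. The labels give 3 days of IL-2 in the first Th2 cycle and the methods 4 days, and the labels name the stimulus of BMDMs as KLA, which the methods give at 10 ng/ml. The paper's text does not describe the TAPS samples.

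The authors mapped paired-end reads to mouse genome mm9 with BSMAP (-w 2 -q 30, with -v 5 for BS-seq and -v 0 for PB-seq) and deposited, for each cytosine, the counts of reads with C and of reads with C or T, without normalization. The deposited data also give the fraction of C at each cytosine, which the authors computed from these counts. Only the counts were used here. They had an upper limit, reached at CpGs of 9 Il4 BS-seq samples, so that reads beyond it do not enter a level or its interval. Steps before the counts, such as the trimming and mapping of reads, were taken as they are.

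Amplicons were placed by matching the primers of Table S1 to the converted genome sequence, and CpGs were numbered from 1 in CNS1 to 64 in CNS2 along the direction of Il4 transcription. Coordinates are 1-based on mm9. For BS-seq the level of a CpG was the percentage of C among reads with C or T on the amplified strand, and for PB-seq the percentage of T with the C reads multiplied by 0.5, as the methods state. Samples that carried the name of a single library were treated as runs of 1 library, with the mean of their levels and the sum of their reads. This applied to TDG WT and TDG iKO cells of the first cycle, to the PB-seq samples with ERT2-Cre and to BMDMs. Replicate numbers, used for pairing, came from the sample labels, which do not name animals.

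CpGs were compared with a quasi-binomial regression on the C and T counts of the 22 libraries of 10 groups of naïve and Th2 cells. It used Williams weights for a variance between libraries shared by all CpGs and a dispersion per CpG moderated with squeezeVar of limma 3.58.1 and never below 1, with a two-sided F-test of the contrast. Contrasts were on the log-odds scale. A CpG needed at least 100 reads in every library compared. P-values were adjusted by the Benjamini-Hochberg method over the CpGs of a comparison, and CpGs with an adjusted p under 0.05 were called. The contrasts were naïve against WT Th2 cells of either cycle, second against first cycle in WT cells, TET iTKO against WT and TDG iKO against WT in either cycle, the difference between the last pair of effects, and TET iTKO of the second cycle against naïve cells. Region means were compared by exact permutation tests, two-sided. Where no replicate libraries existed, Fisher's exact test per CpG, two-sided, was used with the same adjustment and a minimum difference of 10 points for BS-seq and 1 point for PB-seq. Correlations across CpGs had p-values from 100000 permutations, two-sided. Intervals are 95% Wilson intervals, and 3 reads set the smallest share that the depth can show.

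The quasi-binomial test was tested on simulated data with the real read numbers, 60 CpGs and 40 rounds per setting. It compared 2 libraries with 2, those of TET iTKO and TET WT cells of the second cycle. At a variance between libraries of 0.01 it called 0.083% of CpGs when nothing was changed. With 20 CpGs per round changed, it recovered 43.2% of changes of 10 points, 96.2% of 20 points and 100% of 30 points and called 0.438% to 1.31% of the unchanged CpGs. At a variance of 0.003 it recovered 90.8% of changes of 10 points and called at most 1.88% of the unchanged CpGs. The limma alternative recovered 22.5% and 74.0% of changes of 10 points at these variances.

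The text names the CpGs, ranges and regions that the paper names or numbers and, for each comparison, the called CpGs with the largest increase and decrease. This rule was fixed before the data were examined, as were the comparisons, their tests and the alternatives unless stated otherwise. Further single CpGs were chosen to be named after their values were seen. The alternatives were another coverage minimum (20 or 500 reads), limma on log2((C + 1)/(T + 1)), only the compared groups in the fit, the replicate number as a block, a further minimum difference, read-weighted means, each library left out in turn, runs as separate replicates, C reads not halved and a correction for the conversion in Table S3.

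Naïve replicate 2 had a median under 100 reads in exon 1 and was left out of the exon 1 mean. The 24 h BMDM samples also held unconverted reads of other loci, which were set aside. RNA-seq, CMS-IP, PB-seq of BMDMs and the single reads behind Fig. 5 were not analysed here. The computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3.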

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

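The tests of counting error, read depth, TDG loss, halved C reads with each BS-seq group, and of conversion and a general shift at Klf2 were chosen only after the results they test were seen, and the test of TAPS on exon 3 before.

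In exon 1, TET WT replicate 1 of the second cycle stood apart from the other 3 WT libraries of that cycle. Its mean was 48.3% and theirs were 41.8% to 42.9%, so that its gap to the nearest library made up 0.831 of the whole range, above the 95% critical value of Dixon's test for 4 libraries. Of 13 region means of 4 WT libraries 1 was above that value, and chance gives 0.65. The gap of 5.37 points was 2.63 times the counting error of the mean (2.04 points at a median of 597.5 reads), taken for the case that the CpGs of a read never differ, so counting error alone did not cover it. A count of 1 among 13 is close to what chance gives. No biological explanation was tested.

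The effect of TET deletion differed from that of TDG deletion at 29 of 46 CpGs in the first cycle and at 38 of 60 in the second. The difference itself was tested, on the log-odds scale. The first of these comparisons was added after seeing the data. The TDG and TET libraries differ in depth by replicate, with medians over CNS1 of 445 to 923 reads in replicate 1 and 6432 to 14048 in replicate 2 of the second cycle. In CNS1 the difference between the effects was 59.1 points within replicate 1 and 62.3 points within replicate 2, so it was seen at either depth. Loss of TDG too weak to matter was weighed with PB-seq, where 17 CpGs had more 5fC + 5caC in TDG iKO than in WT cells with ERT2-Cre. These PB-seq libraries are from the first cycle, and the loss of TDG protein was not measured in these data. The paper describes the deletion in these mice as efficient, and its methods give the extent for Tdg by qRT-PCR after the first cycle. Each effect is a difference within a line, so a batch shared by both genotypes of a line cancels. In exon 3 and in the 3′ region of HSII the effects differed at 0 of 5 CpGs each in the second cycle, with 0 at an unadjusted p under 0.05. That TET and TDG differ in their effect on 5mC + 5hmC is the biological explanation given by the design. BS-seq reads 5fC and 5caC as T, so it does not show bases left unexcised without TDG. The second-cycle comparison was set before the data were examined, and the first-cycle comparison was not. With 2 libraries per genotype and the loss of TDG protein not measured, the explanation stays a hypothesis.

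The TAPS samples of naïve and Th2 cells, which the paper's text does not describe, gave a difference of -40.4 points in CNS1, from 92.8% to 52.4%, with 1 library each and no replicates. The level fell in 5 of 6 regions: by TAPS, exon 1 went from 96.9% to 62.3%, intron 1 and exon 2 from 93.9% to 61.5%, the 3′ region of HSII from 92.1% to 59.9% and the promoter from 36.6% to 21.1%. A general difference in conversion between the libraries would move exon 3 as well, where Th2 cells were 2.37 points higher (94.5% against 92.2%), so it could not account for the fall. Differentiation of the Th2 cells is the biological explanation that the design gives, and with 1 library per condition it cannot be told apart from other differences between these libraries. In Th2 cells TAPS levels lay below BS-seq levels, with a mean difference of -18.8 points against the WT Th2 cells without a mutant line, -13.8 against TDG WT, -5.71 against TET WT and -6.24 against mock cells of the first cycle. In naïve cells the mean difference was -1.52 points over 40 CpGs, with -13 points in the promoter and -3.75 in exon 3 but 0.128 points in CNS1, so TAPS did not lie lower throughout. An excess of C reads, as the methods of the paper assume for PB-seq, was tested by halving them. The mean distance from BS-seq then changed by -1.71 points in naïve cells, but by 0.372 points in CNS1 among them. In Th2 cells it changed by -11.2 points against the first of these sets and -9.22 against TDG WT, but by 1.62 against TET WT and 0.458 against mock cells. The gap in Th2 cells thus depends on the set it is measured from, and an excess of C reads cannot be told apart from different progress of the cultures. With C reads halved the difference between the TAPS samples in CNS1 was -28.6 points, so halving did not remove the fall.

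In BMDMs the samples also held reads of Klf2 on chromosome 8 (74844677 to 74844923), which the paper's text does not mention. Over its 20 CpGs the level went from 25.3% at 0 h to 18.7% at 6 h, a difference of -6.58 points, with -6.49 and -6.66 in the separate runs, and 19 of 20 CpGs were lower. Lef1 (-2.81 points, 5 of 5 CpGs lower), Foxo1 (-2.83 points, 4 of 5) and Ccr7 (-3.17 points, 10 of 13) were lower too. Ptges, a further locus outside the paper's Fig. 3F, was higher at 6 h, by 2.17 points (86.9% to 89.1%). Incomplete conversion at 0 h would give more C at the other cytosines of Klf2 at 0 h, but their difference, 6 h minus 0 h, was 0.013 points (0.185% against 0.172%). A shift of the whole 6 h library would move the enhancers as well, whose 35 CpGs differed by 0.382 points in the opposite direction. No primers of Table S1 lie at Klf2, Lef1, Foxo1 or Ccr7, so whether these reads come from the same DNA as the enhancers is not known. If they do not, the enhancers cannot serve as a control for them. An effect of stimulation stays open, since there was 1 library per time point. The 24 h reads of these 4 loci were unconverted and give no level, and a difference in the mix of cells between the libraries was not tested.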

How the results depend on the processing

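The crossed pairing of TET replicates, the opposite strand in PB-seq and the correlation without naïve replicate 2 were chosen after seeing the data.

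Over 29 results, 190 alternatives were run. In 164 the result kept its direction and its side of the threshold, or moved by less than its error, or, for a count, stayed within 1.5 times. Of the others, 7 gave weaker results, 11 stronger, 7 moved the value and 1 reversed it. The cause of these changes was not tested.

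A minimum of 500 reads per CpG left fewer CpGs to test. It called 10 of 18 CpGs between naïve cells and first-cycle Th2 cells, 13 of 18 between naïve and second-cycle cells, 19 of 27 between the cycles in WT cells, 20 of 35 for the difference between the TET and TDG effects, and 3 of 18 between TET iTKO cells and naïve cells. The same minimum left 4 CpGs of CNS1, with mean differences of -6.008 points (naïve to first cycle), -51.81 points (naïve to second cycle) and -0.348 points (naïve to TET iTKO). Read-weighted means gave -56.19 points from naïve to second-cycle cells, 26.3 points for TET iTKO against WT in the first cycle, -1.282 points for TET iTKO against naïve cells and 8.329 points for Gata3 sgRNA.

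With only the compared groups in the fit, 28 CpGs were called between TET iTKO cells of the second cycle and naïve cells. For TET iTKO against WT in the first cycle, the replicate block called 0 CpGs, with 23 at an unadjusted p under 0.05. Same-numbered libraries correlated at -0.263 there, and with the replicates paired crosswise 31 were called. After the second cycle the correlation was -0.271 and the block by number called 39, and the crossed pairing 46. Under the alternatives other than these, without those that left a library out, the count was 25 to 34 CpGs for naïve against first cycle, 39 to 44 for naïve against second cycle, 37 to 39 between the cycles, 32 to 41 and 28 to 46 for TET iTKO against WT in the first and second cycles, 36 to 39 for the difference between the effects and 12 to 15 for TET iTKO against naïve cells. For TDG iKO against WT 0 CpGs were called under every alternative that was run, in either cycle, and 0 had an unadjusted p under 0.05 in the fit reported and with the replicate block.

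In PB-seq with ERT2-Cre, 10 CpGs were called without halving the C reads and 31 by Fisher's exact test alone, and 14 to 20 under the other alternatives. With CD4-Cre the count was 19 to 32, and the mean difference in CNS1 1.601 to 4.497 points. Spearman's rho between gain and loss was 0.518 to 0.677.

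In BMDMs 0 CpGs were called at 6 or 24 h with at least 10 points. A minimum of 5 points gave 2 CpGs at each time, Fisher's exact test alone 20 at 6 h and 22 at 24 h, and the runs as replicates in the quasi-binomial model 16 and 21, with or without the run as a block. The last setting has no minimum difference, and runs do not carry the variation between animals. For Gata3 sgRNA Fisher's exact test alone gave 57 CpGs, and the other alternatives 26 to 38.

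With each library left out in turn, the count ranged from 28 to 38 (6 fits) for naïve against first cycle, 41 to 48 (7 fits) for naïve against second cycle, 37 to 43 (8 fits) between the cycles and 11 to 14 (3 fits, naïve libraries only) for TET iTKO against naïve cells. The CNS1 difference ranged from -17.47 to -11.33 points for naïve against first cycle, -67.03 to -62.56 for naïve against second cycle, -37.51 to -32.72 between the cycles, 34.3 to 34.37 and 54.04 to 62.04 for TET iTKO against WT in the first and second cycles, -6.987 to -1.12 for TDG iKO against WT in the first cycle and -4.22 to -3.632 for TET iTKO against naïve cells. For TDG iKO against WT in the second cycle it ranged from -6.443 to 1.119 points, and the sign reversed without TDG WT replicate 1. The cause was not tested. In the 3′ region of HSII it ranged from -51.85 to -48.5 points against naïve cells and 3.758 to 9.071 against WT.

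Left out libraries were not run for the counts of the comparisons of 2 libraries against 2, since an arm would hold 1 library. For TET iTKO against naïve cells the same holds for the TET iTKO libraries.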

Differences from the paper's values

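Of the 47 values of the paper that could be set beside a value computed here, 30 from Table S2, 2 from the text and 15 read from figures, 1 differed both by more than its error and by more than 1.5 times. Where there were no replicates the error was the arm of the 95% interval on the side of the paper's value, a choice made only after the values were seen. With the other, longer arm this value would not have differed. Of the 30 fractions of Table S2, 19 were equal to the fourth decimal and the largest gap was 0.0005.

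The value that differed was the highest 5fC + 5caC level of a CpG with CD4-Cre, 9.18% (95% interval 6.47% to 12.9%), against the paper's upper value of 6%, which the paper states for TDG iKO cells. Of the alternatives set before the data were examined, leaving the C reads unhalved gave 4.81%, which does not differ by this measure, although the methods of the paper halve them. A minimum of 500 reads (9.18%) and division by either conversion of Table S3 (12.6% or 9.79%) did not close the gap. The following statements of the paper are about a direction or a set of sites.

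The paper describes the Il4 promoter as poorly methylated in naïve cells. Here its 4 CpGs had 49.6% in naïve cells, with single CpGs from 30.5% to 61.2%. The level of 23.8% in WT Th2 cells after the second cycle does not go against the paper's description of these cells.

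The 3′ region of HSII is described as demethylated apparently independently of TET. Its level fell in TET iTKO cells, but 2 of its 5 CpGs were called higher in TET iTKO than in WT cells after the first cycle and 1 of 5 after the second. The difference between the TET and TDG effects was called at 0 of 5 CpGs after the second cycle, with 0 at an unadjusted p under 0.05, and at 1 of 5 after the first. With the replicate number as a block in the first cycle, no CpG of any region was called between TET iTKO and WT cells.

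Accumulation of 5fC and 5caC is described as limited to regions with TET-dependent demethylation. CpGs of the promoter were called with ERT2-Cre (2 of 4) and with CD4-Cre (3 of 4), and the 3′ region of HSII had 1 call, with CD4-Cre. For the promoter TET deletion raised the level of 4 of 4 CpGs here.

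The enhancers of BMDMs are described as unchanged upon stimulation. No CpG was called at 6 or 24 h, but Fisher's exact test alone gave an adjusted p under 0.05 at 20 of 35 CpGs at 6 h and 22 at 24 h, in both directions.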

Other observations

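The tests on other splits of the libraries, on reads of naïve replicate 2, on errors in PB-seq, on the unconverted BMDM loci, on runs of a library and on each WT set and library for Gata3 sgRNA were chosen only after the result was seen, and the others before.

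For each comparison of at least 3 libraries per group the libraries were also split in the other possible ways. Between naïve cells and WT Th2 cells of the first cycle, 1 of the 4 splits of the 6 libraries that part all same-numbered pairs gave as many as 34 calls, the real one, and the other splits, 10 in all with the real one, gave 0. With 4 splits the share cannot be under 0.05, so this count alone decides nothing. Between naïve cells and second-cycle WT cells, 1 of 35 splits of the 7 libraries gave as many as 42, the real one. The next gave 33, and the 4 other splits with calls each moved a single second-cycle library to the side of the naïve cells. Between the cycles, 1 of the 8 splits that part as many same-numbered pairs gave as many as 38, again the real one, and the largest other count was 23 among these. The 8 splits alone cannot give a share under 0.05. The other splits, 35 of the 8 libraries in all with the 8, part fewer such pairs, and none of them gave more than 27.

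Promoter CpGs were higher in TET iTKO cells of the second cycle than in naïve cells, by 15.3 points on average, with an SD of 5 points between the TET iTKO libraries and 20.95 at CpG18, 12.6 at CpG19, 21.9 at CpG20 and 5.90 at CpG21. Few reads in naïve replicate 2 (109 to 117) did not produce this, since without that library the difference was 16.3 points. The TET iTKO cells did not gain at every CpG that is partly methylated in naïve cells, since the 3 such CpGs outside the promoter changed by -20.4 points on average, with -47.04 at CpG39, 0.693 at CpG49 and -14.8 at CpG50. Incomplete conversion does not account for the rise, since the percentage of C outside CpGs in the promoter amplicon differed by 0.026 points (0.174% against 0.148%). The average over the 3 CpGs outside the promoter was not uniform among them. Of these, CpG39 lies in the 3′ region of HSII, whose level fell in TET iTKO cells. No naïve library was labelled as from the TET line, so a difference of mouse line or batch is not ruled out. A gain of methylation without TET stays a hypothesis, also because the rise was found and tested on the same data. In exon 3, 0 of 5 CpGs were called between these cells, with 0 at an unadjusted p under 0.05.

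Inner CpGs of CNS2 (CpGs 52 to 61) were 1.55 points higher in TET iTKO than in WT cells after the second cycle, with 0.717 in replicate 1 and 2.39 in replicate 2. Incomplete conversion does not account for this, since C outside CpGs differed by 0.0139 points (0.157% against 0.144%). The replicates differ by more than the smaller gain, and no biological explanation was tested.

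In PB-seq, general C-to-T errors would raise T outside CpGs too. At 403 such cytosines T, with the C reads halved, differed between TDG-deleted and WT libraries by -0.0128 points with ERT2-Cre (0.217% against 0.229%) and 0.033 points with CD4-Cre (0.254% against 0.221%), so such errors could not give the gains of 1 point or more. The strands of a CpG gave different gains in TDG-deleted over WT cells. The median size of the difference was 0.502 points with ERT2-Cre and 1.39 with CD4-Cre. The largest, at CpG27, was 5.53 and 12.3 points. If few template molecules per strand were the cause, the differences of the deletion systems would be unrelated, but over 47 CpGs Spearman's rho was 0.57 (permutation test, two-sided, p = 7e-05, adjusted p = 0.000105) and Pearson's r 0.73 (p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 1.8e-05). A strand-specific conversion or amplification was weighed with the TAPS strand differences in naïve cells, with a rho of 0.244 (permutation test, p = 0.0975, adjusted p = 0.125) and r of 0.202 (p = 0.148, adjusted p = 0.166), so the pattern cannot be told apart from it. The adjustment covers the 9 correlation p-values given in this part, and CpGs are not independent replicates. No biological explanation of the strand difference was tested.

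The 24 h BMDM samples held reads of Klf2, Lef1, Foxo1 and Ccr7 on both strands in which 0.0712% to 0.179% of the cytosines outside CpGs were read as T. The whole 24 h library was not unconverted, since in the enhancers 99.84% of them were read as T in both runs. No other explanation was tested.

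With Gata3 sgRNA, the rise relative to the loss from naïve to WT first-cycle cells was 0.511 in CNS1, 0.612 in the promoter, 0.741 in exon 1, 0.785 in the 3′ region of HSII and 0.902 in intron 1 and exon 2, a range of 0.391. The sgRNAs differed by at most 0.217 in a region. The loss is the mean over 3 sets of WT cells from other cultures. With the loss to each set on its own the range over the regions was 0.405, 0.333 and 0.312, against at most 0.181, 0.231 and 0.305 between the sgRNAs, with the highest ratio in intron 1 and exon 2 each time. With the loss to each of the 7 WT libraries on its own, the range was larger than the largest difference between the sgRNAs in 7, and intron 1 and exon 2 had the highest ratio in 6. Slower demethylation everywhere in the same proportion to the usual loss would give more equal ratios, but this comparison cannot decide it. The sgRNAs share 1 mock library, so the difference between them leaves out variation between cultures. The CNS1 ratio alone ran from 0.339 to 2.02 over the WT libraries. Across 46 CpGs the rise still followed the loss (Spearman's rho 0.868, Pearson's r 0.877, permutation test, p = 1e-05 for both, the smallest possible, adjusted p = 1.8e-05). The distance to the nearest GATA motif (5 to 573 bp) had a partial rho of -0.176 with the rise, given the loss (permutation test, p = 0.242, adjusted p = 0.242), so the rise cannot be told apart from an effect of nearby motifs. C outside CpGs differed from mock by at most 0.016 points (0.162% in mock cells, 0.172% and 0.178% with the sgRNAs), too little for incomplete conversion to matter. The biological explanation given by the design is loss of GATA3.

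The WT first-cycle cells of the TET and TDG lines differed in CNS1, with 56.1% and 70.1%. No CpG was called between them (0 of 46, smallest adjusted p 0.0514), with 15 at an unadjusted p under 0.05, in a comparison added after seeing the data. If the cells stood at different points of the same demethylation, their difference would follow the later loss. Over 40 CpGs the difference correlated with the loss from naïve to second-cycle TDG WT cells (Spearman's rho 0.744, Pearson's r 0.747, permutation test, p = 1e-05 for both, the smallest possible, adjusted p = 1.8e-05). Different progress of the cultures may therefore contribute, though a difference between the mouse lines or batches was not tested.

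For TDG WT and TDG iKO cells of the first cycle, the samples with the name of a single library were compared as runs. They differed by 0.92 points on average in WT cells, against 0.709 from counting alone and 2.44 from replicate 1 (46 CpGs), and in TDG iKO cells by 0.989, against 0.785 and 4.12 (45 CpGs). The larger ratio to counting noise was 1.3, which is consistent with 2 runs of 1 library, although PCR before sequencing could add a further difference.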
